# SLC35D3 promotes white adipose tissue browning to ameliorate obesity by NOTCH signaling

**DOI:** 10.1038/s41467-023-43418-5

**Published:** 2023-11-23

**Authors:** Hongrui Wang, Liang Yu, Jin’e Wang, Yaqing Zhang, Mengchen Xu, Cheng Lv, Bing Cui, Mengmeng Yuan, Yu Zhang, Yupeng Yan, Rutai Hui, Yibo Wang

**Keywords:** Metabolic disorders, Disease genetics, Genetics research

## Abstract

White adipose tissue browning can promote lipid burning to increase energy expenditure and improve adiposity. Here, we show that Slc35d3 expression is significantly lower in adipose tissues of obese mice. While adipocyte-specific *Slc35d3* knockin is protected against diet-induced obesity, adipocyte-specific *Slc35d3* knockout inhibits white adipose tissue browning and causes decreased energy expenditure and impaired insulin sensitivity in mice. Mechanistically, we confirm that SLC35D3 interacts with the NOTCH1 extracellular domain, which leads to the accumulation of NOTCH1 in the endoplasmic reticulum and thus inhibits the NOTCH1 signaling pathway. In addition, knockdown of Notch1 in mouse inguinal white adipose tissue mediated by orthotopic injection of AAV8-adiponectin-shNotch1 shows considerable improvement in obesity and glucolipid metabolism, which is more pronounced in adipocyte-specific *Slc35d3* knockout mice than in knockin mice. Overall, in this study, we reveal that SLC35D3 is involved in obesity via NOTCH1 signaling, and low adipose SLC35D3 expression in obesity might be a therapeutic target for obesity and associated metabolic disorders.

## Abstract (web summary)

White adipose tissue is closely associated with energy expenditure and obesity. Here, the authors show that SLC35D3 promotes white adipose tissue browning through the NOTCH1 signalling pathway and SLC35D3 may be a potential therapeutic target for obesity and related complications.

## Introduction

Obesity is one of the major global health challenges with an increasing global incidence, leading to higher rates of morbidity and mortality due to obesity-related complications, such as type 2 diabetes, hypertension, metabolic syndrome, accelerated cardiovascular diseases and increased cancer risks^1–4^. While reducing caloric intake is an effective way to combat obesity, an alternative strategy would be to modify metabolic efficiency and increase energy expenditure in critical metabolic tissues, such as adipose tissues^5–7^.

Classical brown adipose tissue (BAT) dissipates extra energy to generate heat through uncoupled respiration mediated by uncoupling protein 1 (UCP1), thus increasing energy expenditure and counteracting obesity^8–10^. Interestingly, brown adipocytes and beige adipocytes coexist in human adipose depots, which are highly heterogeneous^11,12^. Beige adipocytes have multilocular lipid droplets and high mitochondrial content and play an important role in energy homeostasis^13,14^. Due to their remarkable plasticity and association with human obesity, beige adipocytes are an attractive therapeutic target for counteracting the obesity pandemic.

NOTCH, a cell membrane protein, is activated by NOTCH receptor (NOTCH1-NOTCH4) binding of Dll or Jag family ligands, leading to γ-secretase-mediated proteolytic cleavage^10,15–17^. The released intracellular domain of NOTCH (NICD) subsequently enters the nucleus to modify gene expression and then regulates a variety of important biological events^18,19^. Previous studies have indicated that the NOTCH pathway inhibits the browning of white adipose tissue (WAT) and regulates body energy homeostasis^10,20^.

SLC35D3 (solute carrier family 35, member D3) is predicted to be an orphan nucleotide sugar transporter or a fringe connection-like protein with 10 transmembrane domains^21^. In associated studies, the *Slc35d3* gene was found to be related to the obesity phenotype^22,23^. It has also been reported that mutation of *Slc35d3* causes metabolic syndrome by impairing dopamine signaling in striatal D1 neurons in mice^21,24^. However, the role of SLC35D3 in adipose tissues has not been clearly elucidated.

In this study, we show that SLC35D3 regulates white adipose tissue browning and obesity via NOTCH1 signaling. While *Slc35d3* knockout in mice can lead to increased susceptibility to obesity and impaired glucose tolerance, *Slc35d3* knock-in can promote WAT browning and protect against obesity. We also confirm that SLC35D3 overexpression increases ER accumulation of NOTCH1 and thus inhibits NOTCH1 signaling, which is achieved by interacting with the NOTCH1 extracellular domain (ECD). Our study reveals a regulatory function of SLC35D3 in obesity, and low SLC35D3 expression in adipose tissues might be a potential therapeutic target for obesity and associated metabolic disorders.

## Results

### Slc35d3 expression was lower in the fat tissues of obese mice

First, Slc35d3 tissue distribution was analyzed in various tissues of wild-type (WT) mice, including inguinal white adipose tissue (IngWAT), epididymal WAT (EpiWAT), anterior-subcutaneous WAT (AsWAT), brown adipose tissue (BAT), kidney, liver, spleen, heart, and brain. Quantitative PCR (qPCR) and western blot analyses indicated that Slc35d3 was relatively highly expressed in IngWAT, BAT, and brain (Fig. 1a, b). To elucidate the correlation between SLC35D3 and obesity, we examined Slc35d3 expression in adipose tissues from obese mice, including *leptin* deletion-induced obese (ob/ob) mice and diet-induced obesity (DIO) mice (Fig. 1c, f). Slc35d3 expression levels in the IngWAT, EpiWAT, and BAT were significantly lower in obese mice than in WT mice (Fig. 1d, e, g, h). Taken together, these findings suggested that Slc35d3 expression was lower in the adipose tissues of obese mice.

**Fig. 1:**
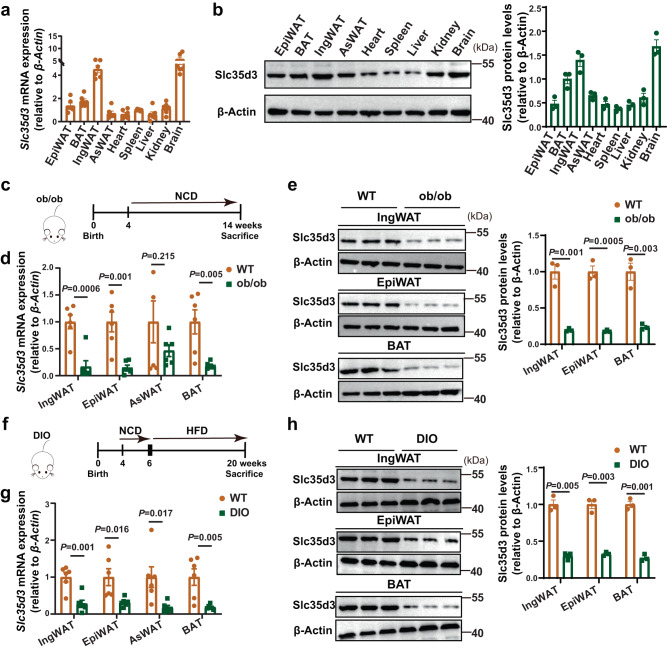
Slc35d3 expression was lower in the fat tissues of obese mice. **a** RT-qPCR analysis of *Slc35d3* levels in EpiWAT, BAT, IngWAT, AsWAT, heart, spleen, liver, kidney, and brain from WT (*n* = 6) mice. **b** Representative western blot of Slc35d3 and β-Actin protein in EpiWAT, BAT, IngWAT, AsWAT, heart, spleen, liver, kidney, and brain from WT (*n* = 3) mice. The summary of the quantifications of three independent experiments is shown in the right panel. **c** Schematic diagram of ob/ob mouse treatment. **d** RT-qPCR analysis of *Slc35d3* levels in IngWAT, EpiWAT, AsWAT and BAT from ob/ob (*n* = 6) and WT (*n* = 6) mice. **e** Representative western blot of Slc35d3 and β-Actin protein in IngWAT, EpiWAT, and BAT from ob/ob (*n* = 3) and WT mice (*n* = 3). Right panel, the summary of quantifications of three independent experiments. **f** DIO mice were fed an NCD from 4 to 6 weeks of age and a HFD from 6 to 20 weeks of age. **g** RT-qPCR analysis of *Slc35d3* levels in IngWAT, EpiWAT, AsWAT, and BAT from DIO (*n* = 6) and WT (*n* = 6) mice. **h** Representative western blot of Slc35d3 and β-Actin protein in IngWAT, EpiWAT, and BAT from DIO (*n* = 3) and WT (*n* = 3) mice. Right panel, summary of quantifications of three independent experiments. Values are the fold induction of gene expression levels normalized to the housekeeping gene *β-Actin* (**a**, **b**, **d**, **e**, **g**, **h**), and data are expressed as the mean ± SEM. Statistical significance was assessed by unpaired two-sided Student’s *t* test (**d**, **e**, **g**, **h**). The exact *P* values are shown in the figure. EpiWAT epididymal white adipose tissue, BAT brown adipose tissue, IngWAT inguinal white adipose tissue, AsWAT anterior-subcutaneous white adipose tissue, NCD normal chow diet, HFD high-fat diet. Source data are provided as a Source Data file.

### Adipose-specific *Slc35d3* knockout induced obesity in mice

To understand the specific role of adipocyte SLC35D3 in regulating obesity and adipose inflammation, we generated adipocyte-specific *Slc35d3* knockout mice using the adiponectin Cre-lox system. We bred mice carrying the two loxP-flanked exon 2 of *Slc35d3* with transgenic mice expressing Cre recombinase driven by the *adiponectin* promoter to generate *Slc35d3*-Flox; *Adiponectin*-Cre^+/−^ mice (SAKO). Mice with the floxed *Slc35d3* alleles, which did not express Cre recombinase (*Slc35d3*-Flox; *Adiponectin*-Cre^−/−^), were used as controls and hereafter referred to as Flox mice (Fig. 2a). As expected, qPCR analysis revealed a substantial reduction in *Slc35d3* expression in the IngWAT, EpiWAT, AsWAT and BAT of SAKO mice (Fig. 2b), while there was no change in other tissues, indicating the specific knockout of SAKO mice. Immunoblot analysis further revealed that Slc35d3 protein levels were greatly reduced in the adipose tissues of SAKO mice (Fig. 2c).

**Fig. 2:**
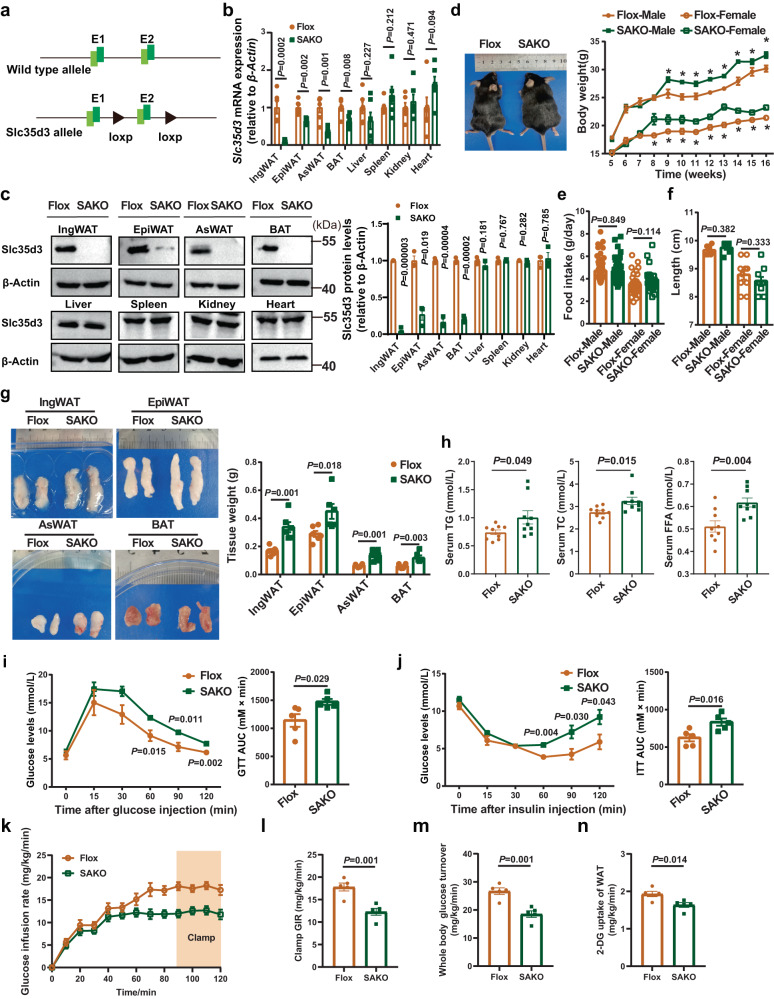
Adipose-specific *Slc35d3* knockout induced obesity in mice. **a** Schematic diagram showing the generation of *Slc35d3* flox mice. **b** qPCR analysis of *Slc35d3* expression in different tissues from SAKO (*n* = 6) and Flox (*n* = 6) mice. **c** Western blot results of Slc35d3 expression in different tissues from SAKO (*n* = 3) and Flox (*n* = 3) mice. Right panel, summary of the quantification of three independent experiments. **d** Body weight curve of SAKO and Flox mice (*n* = 11 per group). *P* = 0.011, 0.0003, 0.004, 0.00005, 0.0002, 0.0001, 0.036, 0.006 for male SAKO mice and controls from 9 to 16 weeks; *P* = 0.010, 0.018, 0.021, 0.0003, 0.007, 0.00008, 0.0004, 0.001, 0.004 for female SAKO mice and controls from 8 to 16 weeks. **e** Food intake of SAKO (male, *n* = 44; female, *n* = 30) and Flox (male, *n* = 44; female, *n* = 30) mice on an NCD. **f** Body length of SAKO mice and Flox mice (male, *n* = 7 per group; female, *n* = 10 per group). **g** Representative images and quantification of fat pad weights (*n* = 6 per group). **h** Serum lipid profiles (TG, TC, and FFA) in SAKO (*n* = 9) mice and controls (*n* = 9). **i**, **j** Blood glucose concentrations during IP-GTT (**i**) and IP-ITT (**j**) in SAKO mice and their controls (*n* = 5 per group). The area under the curve (AUC) values are shown. **k**–**n** Glucose infusion rates (**k**, **l**), whole-body insulin-stimulated glucose turnover (**m**) and 2-deoxyglucose (2-DG) uptake in IngWAT (**n**) during hyperinsulinemic–euglycemic clamps of NCD-fed SAKO (*n* = 5) and Flox (*n* = 5) mice. Values are the fold induction of gene expression normalized to the housekeeping gene β-Actin (**b**, **c**). Data are expressed as the mean ± SEM. Statistical significance was assessed by unpaired two-sided Student’s *t* test (**b**, **c**, **e**–**h**, **l**–**n**) or two-way ANOVA followed by Bonferroni’s multiple comparisons test (**d**, **i**, **j**). The exact *P* values are shown in the figure or corresponding legends; *P < 0.05. EpiWAT epididymal white adipose tissue, BAT brown adipose tissue, IngWAT inguinal white adipose tissue, AsWAT anterior-subcutaneous white adipose tissue, SAKO *Slc35d3* adipocyte-specific knockout, TG triglyceride, TC total cholesterol, FFA free fatty acid. Source data are provided as a Source Data file.

We then fed both SAKO and Flox mice a normal chow diet (NCD) to investigate the functional significance of adipocyte-specific *Slc35d3* deletion and found that the body weight was higher in the NCD-fed SAKO mice (Fig. 2d), which was evident in both males and females, whereas their food intake and body lengths did not change significantly (Fig. 2e, f). Since male and female mice showed no apparent differences, only the experimental data from male mice are shown in our subsequent results. We subsequently isolated different adipose tissues from SAKO and Flox mice for weighing, and the results showed that the weights of different adipose tissues (IngWAT, EpiWAT, AsWAT and BAT) were significantly higher in SAKO mice (Fig. 2g). In addition, serum triglyceride (TG), total cholesterol (TC) and free fatty acid (FFA) levels were also higher in SAKO mice (Fig. 2h). Obesity is associated with many health problems, including glucose intolerance and insulin resistance^1,25^. To assess glucose homeostasis in the NCD-fed SAKO and Flox mice, a glucose tolerance test (GTT) and insulin tolerance test (ITT) were performed, and the results showed that glucose tolerance and insulin sensitivity were significantly impaired in SAKO mice (Fig. 2i, j). Hyperinsulinemic–euglycemic clamps were then performed to further characterize insulin sensitivity in male SAKO mice and Flox mice. The glucose infusion rate required to maintain euglycemia was significantly lower in SAKO mice (Fig. 2k, l). Whole-body insulin-stimulated glucose turnover was significantly downregulated (Fig. 2m), while 2-deoxyglucose uptake in the IngWAT of SAKO mice was also markedly reduced (Fig. 2n). All these results demonstrated that genetic disruption of *Slc35d3* in adipose tissues impaired glucose homeostasis and insulin sensitivity.

Adipose tissue enlargement is associated with a prominent inflammatory response in the visceral compartment and infiltrating macrophages in EpiWAT are key mediators of this inflammatory process^1^. Higher expression levels of macrophage marker gene (*F4/80*) and chronic inflammation-related genes (*Il-1β*, *Il-6*, *Tnf-α*, and *Ccl2*) in EpiWAT were observed in SAKO mice (Supplementary Fig. 1a–d). Ectopic lipid accumulation results in lipotoxic metabolic stress, which promotes metabolic dysfunction in organs such as the liver^1,26^. To investigate whether adipocyte-specific *Slc35d3* deletion affected hepatic lipid accumulation, Flox, and SAKO mouse livers were isolated for testing. As the results showed, the liver weight in the SAKO group was markedly higher (Supplementary Fig. 1e), and H&E staining results revealed that the livers of obese SAKO mice were more steatotic than those of controls (Supplementary Fig. 1f). Furthermore, hepatic TG, TC, and FFA contents were also measured. As expected, markedly higher TG, TC, and FFA levels were found in the livers of SAKO mice (Supplementary Fig. 1g).

Taken together, these data indicated that adipose-specific *Slc35d3* knockout induced obesity and hepatic lipid accumulation and significantly increased obesity-related glucose metabolic disorders and chronic inflammation.

### More Beige-to-white transition of IngWAT was observed in SAKO mice

Obesity mainly occurs due to an imbalance in energy homeostasis, such as high energy intake and low energy expenditure^1^. We then examined the metabolic rate in SAKO mice using an indirect calorimetry approach according to the methods previously described^27^. The results showed no significant difference in activity between the SAKO and Flox mice (Fig. 3a). However, oxygen consumption (VO_2_), carbon dioxide production (VCO_2_), and energy expenditure (EE) were lower in SAKO mice than in controls (Fig. 3b–d). To examine whether *Slc35d3* knockout reduced the rate of mitochondrial respiration, we also determined the O_2_ consumption rate (OCR) and found that inguinal adipocytes from SAKO mice exhibited a lower OCR than controls (Fig. 3e). To further examine whether Slc35d3 was necessary for cold tolerance, SAKO and Flox mice were exposed to a 4 °C cold chamber for 4 h followed by a 10-min recovery at room temperature and then their rectal temperature was monitored. The SAKO mice maintained a lower core body temperature than the controls during the 4 h cold stimulation and room temperature recovery phases (Fig. 3f). These data demonstrated that the metabolic rate of SAKO mice was markedly lower than that of controls.

**Fig. 3:**
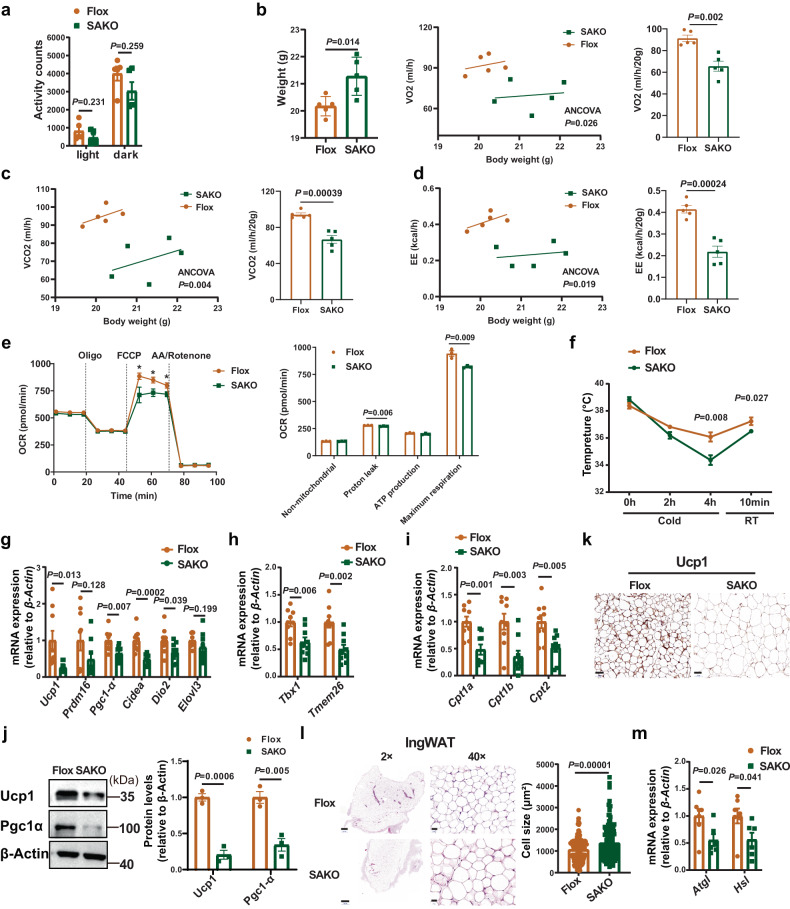
Beige to white transition of IngWAT in SAKO mice. **a** Activity of SAKO (*n* = 5) and Flox (*n* = 5) mice. **b**–**d** Oxygen consumption (**b**), carbon dioxide production (**c**), energy expenditure (**d**) of SAKO (*n* = 5) mice and controls (*n* = 5) were assessed over 24 h by ANCOVA (analysis of covariance). **e** The various components of oxygen consumption rates of mature adipocytes from SAKO (*n* = 3) mice and their controls (*n* = 3). The asterisks in the figure represent the exact *P* values in the order: *P* = 0.038, *P* = 0.023, *P* = 0.033. **f** Rectal temperatures of SAKO (*n* = 6) mice and their Flox littermates (*n* = 5), which were recorded during cold stimulation for 4 h and returned to RT for 10 min. **g**–**i** qPCR detection results of thermogenesis gene (**g**), beige adipocyte marker (**h**) and mitochondria-related gene (**i**) expression in IngWAT from SAKO (*n* = 9) mice and controls (*n* = 9). **j** Western blot analysis of thermogenesis protein expression in IngWAT from SAKO (*n* = 3) mice and controls (*n* = 3). Right panel, summary of the quantification of three independent experiments. **k** Immunostaining for Ucp1 in the IngWAT of SAKO and Flox mice. Representative images from three independent experiments are shown. Scale bar = 50 µm. **l** Hematoxylin and eosin (HE) staining and adipocyte cell size measurements of IngWAT. Representative HE images from three independent experiments are shown. Right panel, the quantitative results of the size of each adipocyte counted (Flox: *n* = 162 cells; SAKO: *n* = 144 cells). Scale bar, 500 µm (left); 20 µm (right). **m** qPCR analysis of the expression of lipolysis genes in IngWAT from SAKO mice (*n* = 6) and their Flox littermates (*n* = 7). Values are the fold induction of gene expression normalized to the housekeeping gene β-Actin (**g**–**j**, **m**). Data are expressed as the mean ± SEM. Statistical significance was assessed by unpaired two-sided Student’s *t* test (**a**, **e**, **f**, **g**–**j**, **m**) or two-way ANCOVA (**b**–**d**). The exact *P* values are shown in the figure or corresponding legends; *P < 0.05. SAKO *Slc35d3* adipocyte-specific knockout, IngWAT inguinal white adipose tissue, RT room temperature. Source data are provided as a Source Data file.

As energy-consuming tissues, both IngWAT browning and BAT activation can increase thermogenesis to consume energy, in which beige cells play an important role in metabolism and thermogenesis^1,10^. Reduced energy expenditure may suggest the suppression of WAT browning and/or BAT activation in SAKO mice. RT-qPCR results showed that the mRNA expression levels of thermogenesis genes, including *Ucp1*, *Prdm16*, and *Pgc1-α*, were decreased in the IngWAT of SAKO mice, as well as beige cell markers (*Tbx1* and *Tmem26*) and mitochondrial genes (*Cpt1a*, *Cpt1b*, and *Cpt2*) (Fig. 3g–i). Similarly, immunoblot analysis also revealed significantly lower expression of Ucp1 and Pgc1-α in SAKO mouse IngWAT (Fig. 3j). Less positive UCP1 staining in the IngWAT of SAKO mice further suggested decreased IngWAT browning (Fig. 3k). In addition, adipose tissue weight was higher and adipocytes were larger in SAKO mice (Figs. 2g and 3l). Given the correlation between lipolysis and metabolic homeostasis, we also examined the expression levels of lipolysis-associated genes (*Atgl*, also called *Pnpla2*, and *Hsl*, also called *Lipe*) by qPCR, which were decreased in the IngWAT of SAKO mice (Fig. 3m). We also observed similar phenotypes in the EpiWAT of SAKO mice (Supplementary Fig. 2a–d). However, the color of BAT from SAKO mice was consistent with that from Flox mice, indicating a similar lipid content. H&E staining further confirmed that the multilocular lipid droplets of BAT from the SAKO mice were similar to those of the controls (Supplementary Fig. 2e). In addition, no differences in the mRNA or protein levels of Ucp1 were observed in classical BAT (Supplementary Fig. 2f–h).

In summary, these results suggested that adipose tissue-specific knockout of *Slc35d3* impaired browning of WAT.

### Adipose-specific *Slc35d3* knock-in protected mice from HFD-induced obesity

To further assess the roles of adipocyte SLC35D3 in the regulation of obesity and adipose inflammation, in “reverse” experiments, we generated adipose-specific *Slc35d3*-knock-in (SAKI) mice by crossbreeding *Slc35d3*-WT mice carrying the LSL-Slc35d3 transgene locus with *adiponectin-*derived Cre mice. Mice with the *Slc35d3* alleles, which did not express Cre recombinase (*Slc35d3*-WT; *Adiponectin*-Cre^−/−^), were used as controls and hereafter referred to as WT mice (Fig. 4a). Specific overexpression of *Slc35d3* in IngWAT, EpiWAT and BAT was validated by qPCR and immunoblot analysis (Fig. 4b, c). When fed an NCD (Supplementary Fig. 3a), compared to WT littermates, the body weight was lower in SAKI mice (Supplementary Fig. 3b, c), whereas no marked change was observed in their body lengths (Supplementary Fig. 3d). Consistently, when fed a high-fat diet (HFD) (Fig. 4d), the SAKI mice also gained less weight and were leaner than WT mice (Fig. 4e), while body lengths did not change significantly (Fig. 4f), indicating that there was no growth defect in SAKI mice. In addition, fat pad weight and serum TG and TC levels were lower in SAKI mice fed either an NCD or HFD (Fig. 4g, h and Supplementary Fig. 3e, f). Compared to controls, SAKI mice showed a significant improvement in glucose tolerance when fed an NCD (Supplementary Fig. 3g), whereas insulin sensitivity was similar to that of their controls (Supplementary Fig. 3h). In contrast, both glucose tolerance and insulin sensitivity were significantly improved in SAKI mice fed a HFD (Fig. 4i, j). We further performed hyperinsulinemic–euglycemic clamps using male SAKI mice and control mice. The results showed that the glucose infusion rate required to maintain euglycemia in SAKI mice was significantly higher than that in control mice (Fig. 4k, l). In addition, whole-body insulin-stimulated glucose turnover and 2-deoxyglucose uptake in the IngWAT of SAKI mice were also significantly increased (Fig. 4m, n). Summarizing the above results, *Slc35d3* knock-in in adipose tissues improved metabolism in mice.

**Fig. 4:**
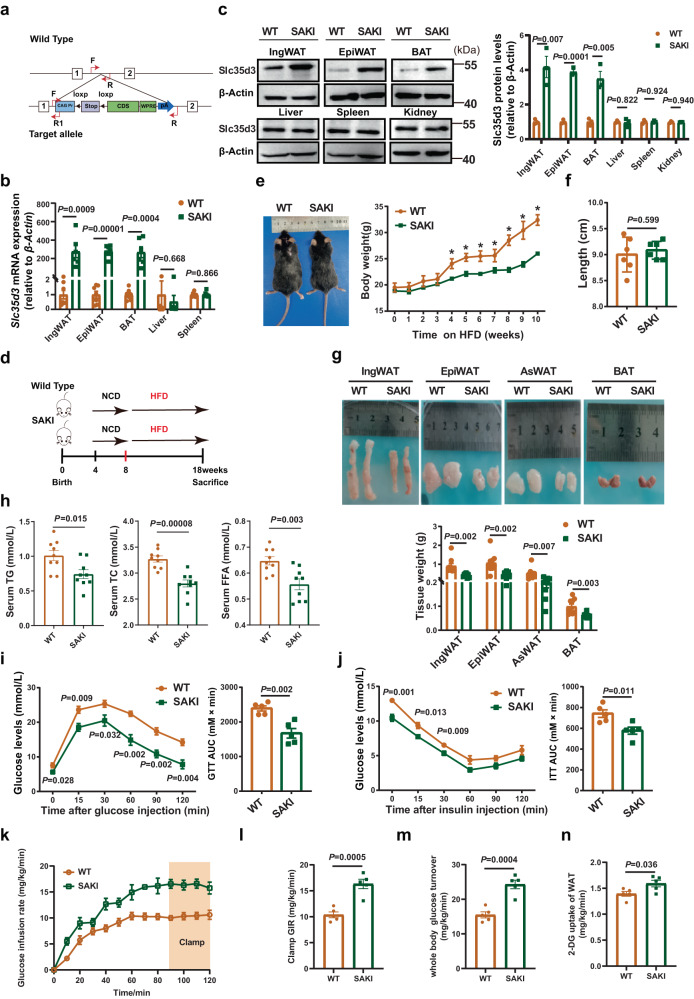
Adipose-specific *Slc35d3* knock-in protected mice from HFD-induced obesity. **a** Construction strategy of SAKI mice. **b** qPCR analysis of *Slc35d3* expression in different tissues from SAKI (*n* = 6) and WT (*n* = 7) mice. **c** Western blot analysis of Slc35d3 expression in different tissues from SAKI (*n* = 3) and WT (*n* = 3) mice. Right panel, summary of the quantification of three independent experiments. **d** SAKI and WT mice were fed an NCD from 4 to 8 weeks of age and then fed a HFD from 8 to 18 weeks. **e** Body weight curve of SAKI (*n* = 11) and WT (*n* = 11) mice fed a HFD (*P* = 0.009, 0.002, 0.004, 0.041, 0.00004, 0.002, 0.000008 for HFD-fed SAKI mice and controls from 4 to 10 weeks). **f** Body lengths of SAKI (n = 6) mice and WT mice (*n* = 6). **g** Representative images of fat pads from SAKI (*n* = 9) mice and controls (*n* = 9), as well as the tissue weights. **h** Serum lipid profiles (TG, TC and FFA) in SAKI (*n* = 9) mice and WT mice (*n* = 9). **i**, **j** Blood glucose concentrations during IP-GTT (**i**) and IP-ITT (**j**) in SAKI mice and their WT littermates; *n* = 5 per group. The area under the curve (AUC) values for GTT assays and ITT assays are shown. **k**–**n** Glucose infusion rates (**k**, **l**), whole-body insulin-stimulated glucose turnover (**m**) and 2-deoxyglucose uptake in IngWAT (**n**) during hyperinsulinemic–euglycemic clamps of HFD-fed SAKI (*n* = 5) and WT (*n* = 5) mice. Values are the fold induction of gene expression normalized to the housekeeping gene β-Actin (**b**, **c**). Data are expressed as the mean ± SEM. Statistical significance was assessed by unpaired two-sided Student’s *t* test (**b**, **c**, **f**–**h**, **l**–**n**) or two-way ANOVA followed by Bonferroni’s multiple comparisons test (**e**, **i**, **j**). The exact *P* values are shown in the figure or corresponding legends; *P < 0.05. EpiWAT epididymal white adipose tissue, BAT brown adipose tissue, IngWAT inguinal white adipose tissue, AsWAT anterior-subcutaneous white adipose tissue, TG triglyceride, TC total cholesterol, FFA free fatty acid, NCD normal chow diet, HFD high-fat diet, SAKI *Slc35d3* adipocyte-specific knock-in. Source data are provided as a Source Data file.

Adipose tissue macrophages accumulate in large quantities in obese WAT, leading to the development of chronic tissue inflammation^28^. The expression levels of *F4/80*, a marker of macrophages, and chronic inflammation-related genes were markedly decreased in the EpiWAT of SAKI mice fed either an NCD or HFD (Supplementary Fig. 4a–d, i–l). The liver weight of SAKI mice was also lower than that of WT mice (Supplementary Fig. 4e, m). We then investigated whether Slc35d3 reduced lipid accumulation in the liver. The H&E staining results showed fewer lipid-containing vacuoles in the livers of SAKI mice (Supplementary Fig. 4f, n). Furthermore, hepatic TG and TC levels and FFA contents were lower in SAKI mice (Supplementary Fig. 4g, o).

Taken together, these data indicated that *Slc35d3* knock-in protected mice from obesity and significantly improved obesity-related glucose intolerance and chronic inflammation, which was more marked in HFD-fed mice.

### Browning of WAT was increased in SAKI mice

To further investigate the role of adipocyte *Slc35d3* in energy homeostasis, we first examined the food intake and energy expenditure of SAKI mice fed either a HFD or NCD. No significant differences were found in food intake and activity between the SAKI and WT mice fed either diet (Fig. 5a, b and Supplementary Fig. 5a, b). Then, we examined the catabolic rates of SAKI and WT mice using an indirect calorimetry approach. Both HFD- and NCD-fed SAKI mice showed higher rates of VO_2_, VCO_2_ and EE than their controls (Fig. 5c–e and Supplementary Fig. 5c–e). In addition, a higher OCR was exhibited in IngWAT adipocytes of SAKI mice (Supplementary Fig. 5f). The cold tolerance test showed that SAKI mice maintained their core body temperature better than controls (Fig. 5g and Supplementary Fig. 5g). To further investigate the regulatory role of Slc35d3 in the browning of IngWAT, the expression of browning markers, beige cell markers and mitochondrial genes in the IngWAT of SAKI mice was detected. Higher thermogenesis gene expression was found in SAKI mice (Fig. 5h–j and Supplementary Fig. 5h–j). Both immunoblotting and immunohistochemical staining showed higher Ucp1 levels in the IngWAT of SAKI mice (Fig. 5k, l and Supplementary Fig. 5k, l). These results demonstrated that body energy metabolism in SAKI mice was improved.

**Fig. 5:**
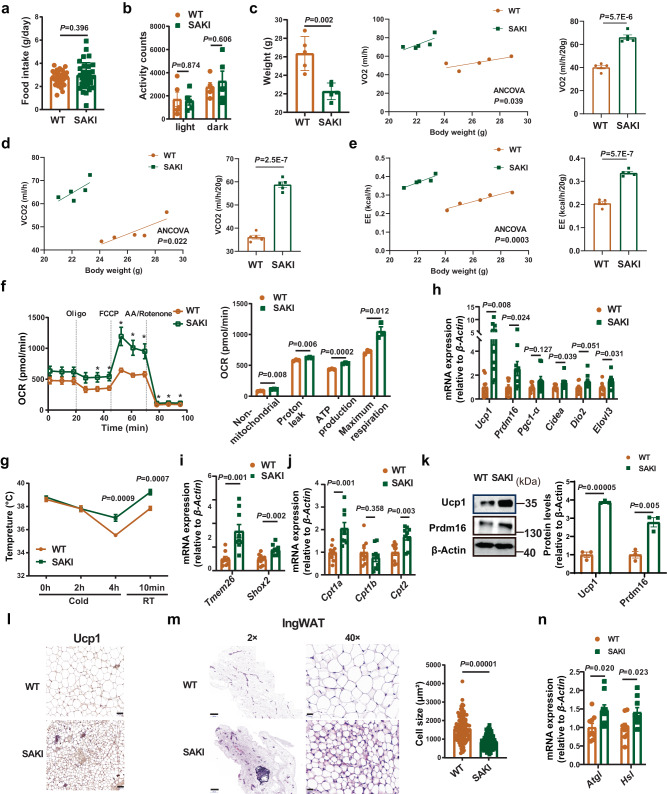
Browning phenotype of IngWAT in SAKI mice. **a** Food intake of HFD-fed SAKI (*n* = 35) mice and controls (*n* = 35). **b** Activity of SAKI (*n* = 5) mice and controls (*n* = 5). **c**–**e** Oxygen consumption (**c**), carbon dioxide production (**d**) and energy expenditure (**e**) of SAKI (*n* = 5) mice and controls (*n* = 5) were assessed by ANCOVA (analysis of covariance) over 24 h. **f** The various components of oxygen consumption rates of mature adipocytes from SAKI (n = 3) and WT (*n* = 3) mice. The asterisks in the figure represent the exact *P* values in the order: *P* = 0.039, *P* = 0.024, *P* = 0.002, *P* = 0.002, *P* = 0.009, *P* = 0.002, *P* = 0.0007, *P* = 0.0007. **g** Rectal temperatures of SAKI (*n* = 6) mice and WT mice (*n* = 6). **h**–**j** The expression levels of thermogenesis genes (**h**), beige adipocyte markers (**i**), and mitochondria-related genes (**j**) in the IngWAT of SAKI (*n* = 9) mice and controls (*n* = 9). **k** Western blot analysis of thermogenesis protein expression in IngWAT from SAKI (*n* = 3) mice and controls (*n* = 3). Right panel, summary of the quantification of three independent experiments. **l** Immunostaining for Ucp1 in the IngWAT of SAKI mice and controls. Representative images from three independent experiments are shown. Scale bar = 50 µm. **m** HE staining and adipocyte cell size measurements of IngWAT from SAKI mice and WT mice. Representative HE images from three independent experiments are shown. Right panel, the quantitative results of the size of each adipocyte counted (WT: *n* = 108 cells; SAKI: *n* = 106 cells). Scale bar, 500 µm (left); 20 µm (right). **n** The expression levels of lipolysis genes in IngWAT from SAKI (*n* = 9) mice and WT mice (*n* = 9). Values are the fold induction of gene expression normalized to the housekeeping gene β-Actin (**h**–**k**, **n**). Data are expressed as the mean ± SEM. Statistical significance was assessed by unpaired two-sided Student’s *t* test (**a**, **b**, **f**–**k**, **m**, **n**) or two-way ANCOVA (**c**–**e**). The exact *P* values are shown in the figure or corresponding legends; *P < 0.05. SAKI *Slc35d3* adipocyte-specific knock-in, IngWAT inguinal white adipose tissue, RT room temperature. Source data are provided as a Source Data file.

In obesity, adipose tissue enlarges to store excess energy, which is mainly driven by adipocyte hypertrophy^28^. Next, we determined the effect of *Slc35d3* knock-in on adipocyte architecture. Lower IngWAT weight and smaller adipocytes were found in SAKI mice (Figs. 4g and 5m and Supplementary Figs. 3e and 5m). Higher expression of lipolysis-associated genes was found in SAKI mice (Fig. 5n and Supplementary Fig. 5n), which suggested that the inhibition of adipocyte hypertrophy in SAKI mice might be due to increased lipolysis. Similar adipocyte sizes of EpiWAT were observed in both HFD- and NCD-fed SAKI mice (Supplementary Fig. 6a, b).

Taken together, these results showed that SAKI mice consumed more energy and were protected against obesity due to increased browning of IngWAT.

### Slc35d3 inhibited the activation of Notch1 signaling in mice

We next intended to investigate the potential mechanism by which Slc35d3 regulates IngWAT browning. 

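Gene expression was measured by RNA-seq in inguinal white adipose tissue (IngWAT), a subcutaneous fat depot in which beige adipocytes can arise, from 3 SAKI mice and 3 WT mice. SAKI mice carry a Slc35d3 transgene that is expressed only after adiponectin-Cre, which is active in adipocytes, removes a stop sequence, and the WT mice lack Cre. All were males that received a normal chow diet with 10 kcal% fat from 6 weeks of age for 10 weeks, until 16 weeks of age. The submitters' sample labels also record perfusion with phosphate-buffered saline, and they name a different RNA extraction kit from the Trizol reagent named in the paper's methods. Poly(A) RNA was captured for the libraries. The authors deposited whole-number counts per gene for each library and an FPKM table over all 6 libraries. Their processing notes name HISAT2 2.0.4, Bowtie2 2.2.6, StringTie 1.3.0 and the mouse build GRCm38, and the counting tool and its strand setting are not given in the sources used here. The libraries held 15539075, 15878387 and 15982271 counts in WT mice 1 to 3 and 15586885, 15354161 and 18787036 counts in SAKI mice 1 to 3. Of 34745 genes, 12227 had no count in any library, and the 15400 genes kept by the filterByExpr function of edgeR were tested. Counts were normalized by the trimmed mean of M-values (TMM) and compared with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. The mice of a group varied from one another by 23.3% (common biological coefficient of variation). Gene lists were tested by pre-ranked gene set enrichment analysis (GSEA) on the log2 fold changes, with permuted gene labels, and by camera, which allows for correlation between the genes of a list. The lists were written from general knowledge of each pathway and were not copied from a KEGG release. The WT libraries were not alike: the first principal component, with 47.9% of the variance, placed WT 1 at -40.6 and WT 3 at -58.1, but WT 2 at 24.4, beside the SAKI libraries at 21.0 to 27.8. The share of counts from mitochondrial genes was likewise 7.31% in WT 1 and 8.79% in WT 3, against 13.8% in WT 2 and 13.1% to 15.9% in the SAKI libraries. No pair of libraries was so close as to be 1 sample deposited more than once.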

We isolated IngWAT tissues from SAKI mice for transcriptome sequencing analysis. Both Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis and Gene set Enrichment Analysis (GSEA) revealed that Notch signaling was markedly inhibited in IngWAT from SAKI mice (Fig. 6a, b). 

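Slc35d3 itself was 10.1-fold higher in IngWAT of SAKI mice, and most of the receptors, ligands and target genes of the Notch pathway lay lower. The gene, on the minus strand of chromosome 10 of GRCm38 from 19847917 to 19851459, was at 76.6 ± 4.79 TMM-normalized CPM (SD, n = 3) in WT mice and at 770 ± 24.0 CPM (SD, n = 3) in SAKI mice. This is a log2 fold change of 3.33 (standard error 0.12, adjusted p = 0.000244 from edgeR's quasi-likelihood test), and an exact permutation test over the 6 mice gave p = 0.1, the smallest p that 3 mice against 3 allow. In the library of WT 2 the gene was at 82.1 CPM, near WT 1 at 73.3 CPM and WT 3 at 74.4 CPM. Reads of the transgene and of the native gene were counted together. Of 60 genes of the Notch pathway, 36 had a log2 fold change below 0 and 24 above 0, with a median of -0.05. Hes1, a transcriptional repressor induced by Notch, had a mean of 16.1 ± 2.71 CPM (SD, n = 3) in WT mice and 8.24 ± 1.02 CPM (SD, n = 3) in SAKI mice, a log2 fold change of -0.97 (standard error 0.18, adjusted p = 0.148 from edgeR). Hey1, another target of the same family, had a log2 fold change of -1.05 (standard error 0.25, adjusted p = 0.17 from edgeR). Nrarp, a Notch target that limits the pathway's own activity, stood at -1.11 (standard error 0.25, adjusted p = 0.163 from edgeR). For Notch1, mean CPM was 164 ± 15.0 (SD, n = 3) in WT mice and 127 ± 11.9 (SD, n = 3) in SAKI mice, a log2 fold change of -0.36 (adjusted p = 0.213 from edgeR), and every SAKI mouse lay below every WT mouse. The receptor Notch2 went the other way, with a log2 fold change of 0.41 (adjusted p = 0.188 from edgeR).

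**Figure D1:**
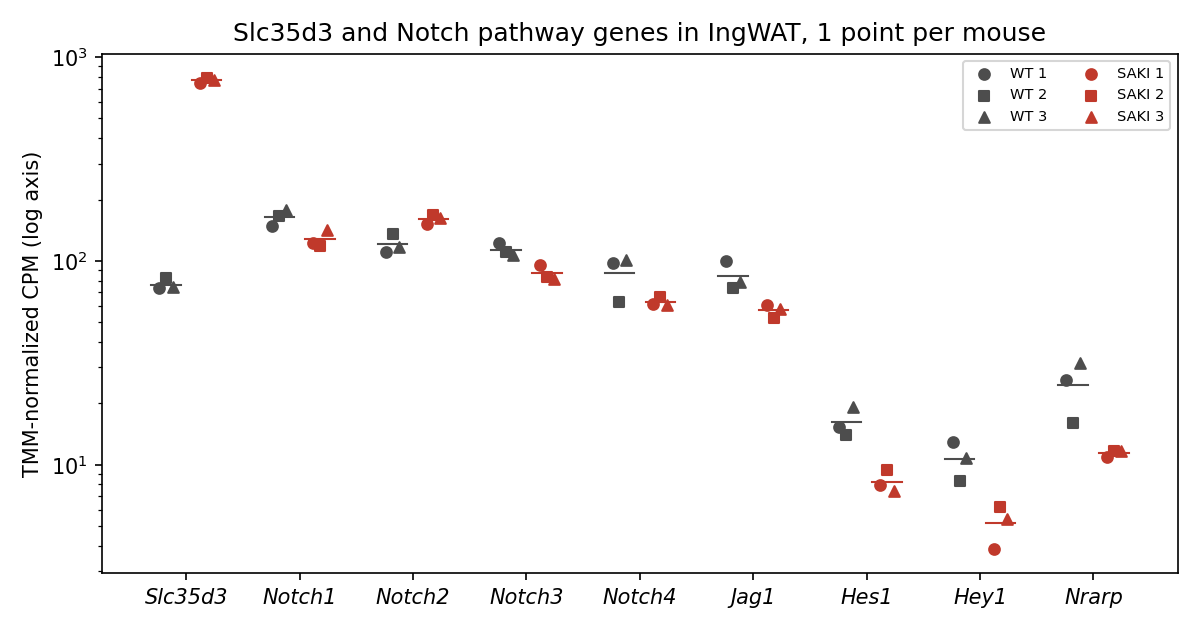
TMM-normalized CPM (log axis) of Slc35d3 and 8 genes of the Notch pathway in IngWAT, with 1 point per mouse for 3 WT mice (grey) and 3 SAKI mice (red) and a line at each group's mean. Slc35d3 lies at 745 to 793 CPM in SAKI mice and 73.3 to 82.1 CPM in WT mice, and Hes1 at 7.39 to 9.38 CPM and 13.9 to 19.2 CPM.

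As a group, the Notch pathway list was shifted toward lower expression in SAKI mice, with an enrichment score of -0.48 and a normalized enrichment score of -1.75 (adjusted p = 0.00549 from GSEA with permuted genes). Camera with its preset correlation gave an adjusted p = 0.04 for the list, and adjusted p = 0.312 with an estimated correlation. That estimate was -0.00936, below the preset of 0.01 (unadjusted p = 0.0537 from camera). A higher correlation among the genes of the list is therefore not what raised the p. Camera lost the call in 8 of 15 alternatives fixed beforehand, among them those without WT 1 (adjusted p = 0.0511), WT 2 (0.0996) or SAKI 1 (0.0593), with the B cell score (0.101), with a mean of at least 5 CPM (0.14) and on FPKM values (0.0578). No single gene of the list passed an adjusted p of 0.05 with edgeR, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 with edgeR, 14 were lower and 3 higher, while DESeq2 called 7 lower at an adjusted p under 0.05. The 14 were more than the 6 that chance would give (one-sided Fisher's exact test, p = 0.00197), while the 2 genes lower at an adjusted p under 0.05 were both outside the list. Fisher's test takes genes as independent, but all were measured in the same 6 mice, so its p does not cover chance differences between mice. Endothelial marker genes, which mark the cells that line blood vessels, also lay lower in every SAKI mouse, at a mean log2 CPM of 6.79 ± 0.04 (SD, n = 3) against 7.04 ± 0.06 (SD, n = 3). Those of smooth muscle and pericytes, Notch3 among them, were at 5.53 ± 0.38 (SD, n = 3) against 5.94 ± 0.11 (SD, n = 3), and the groups overlapped. The GSEA call of the Notch list was lost without WT 2 (normalized enrichment score -1.46, adjusted p = 0.0663), without SAKI 3 (-1.41, adjusted p = 0.0777), with the low-count genes kept (-1.27, adjusted p = 0.149), with an unweighted score (-1.48, adjusted p = 0.0892) and with a B cell marker score as a covariate (-1.45, adjusted p = 0.0648). With covariates chosen after seeing the data the GSEA call was lost as well, for an immediate early gene score (-1.47, adjusted p = 0.0775; camera, adjusted p = 0.0295) and an endothelial marker score (-1.08, adjusted p = 0.449; camera, adjusted p = 0.118), the highest p of a range from 0.00204 to 0.449. The endothelial score separated the groups without overlap, and with it even Slc35d3 lost its call (adjusted p = 0.893 from edgeR), so that this model says little about Notch. From the enrichment of Notch signaling among the pathways in Fig. 6a, b, the paper states that the pathway was inhibited in IngWAT of SAKI mice.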

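Across all genes, 5 differed between SAKI and WT mice, 3 higher and 2 lower. Besides Slc35d3, these were Zfp949, a zinc finger gene, and Golph3l, a relative of a Golgi phosphoprotein, on the higher side. Zfp949 was at 61.9 ± 4.65 CPM (SD, n = 3) in SAKI mice and 13.8 ± 2.39 CPM (SD, n = 3) in WT mice, and its log2 fold change was 2.17 (standard error 0.16, adjusted p = 0.0113 from edgeR). For Golph3l the means were 42.6 ± 3.38 CPM and 10.9 ± 2.38 CPM (SD, n = 3 each), a log2 fold change of 1.96 (standard error 0.17, adjusted p = 0.0365 from edgeR). Akap2, which encodes an anchor protein of protein kinase A, was lower, at 17.9 ± 1.52 CPM (SD, n = 3) in SAKI mice against 261 ± 123 CPM (SD, n = 3), with an adjusted p = 0.0498 from edgeR. The other lower gene, Gm28062, is a predicted gene that was picked out only after its values were seen, with a log2 fold change of -2.77 (adjusted p = 0.00317 from edgeR). Akap2 overlaps Pakap on the same strand and Gm28062 overlaps Hnrnpu, so reads may have been split between the members of each pair. Summed with its partner, Gm28062 had a log2 ratio of only -0.36, so its call may rest on how reads were assigned. Akap2 and Pakap together had a log2 ratio of -2.50, and Pakap alone a log2 fold change of -1.37 (adjusted p = 0.297 from edgeR). Of 15 alternatives fixed beforehand, 4 lost the call of Zfp949, 7 that of Golph3l and 6 that of Akap2. Leaving out any 1 SAKI mouse lost all 3 calls, as did each of the covariates chosen after seeing the data. The 2 groups' libraries did not overlap for 3913 genes, 25.4% of those tested against the 10% that chance gives, with 2002 higher and 1911 lower in SAKI mice. The count of 5 rests on WT 2 and on the tool: it was 2598 (1163 higher, 1435 lower) without WT 2, 4 without WT 1, 4 without WT 3, 2 without SAKI 1, 2 without SAKI 2 and 1 without SAKI 3. It was 724 with DESeq2, 999 with a B cell marker score as a covariate, 8 with the low-count genes kept and 9 on FPKM values, and 1 and 0 with immediate early and endothelial scores as covariates chosen after seeing the data.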

The qPCR results also suggested that the expression levels of Notch1 signaling-related genes were significantly downregulated in the IngWAT of SAKI mice but markedly upregulated in the IngWAT of SAKO mice (Fig. 6c, e), which was further confirmed by western blotting assays (Fig. 6d, f).

**Fig. 6:**
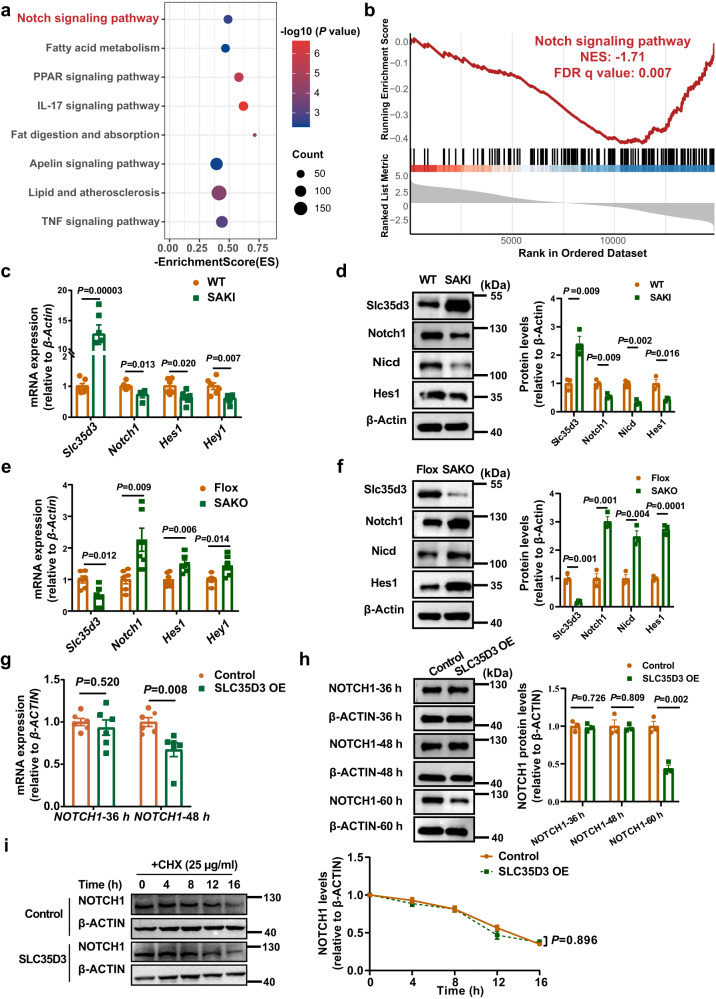
SLC35D3 inhibited the activation of NOTCH1 signaling. **a** KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis results of IngWAT from WT and SAKI mice (*n* = 3 per group). *P* values are determined using the clusterProfiler R package’s built-in hypergeometric test, and adjusted *P* values are calculated using Benjamini–Hochberg correction. **b** GSEA (gene set enrichment analysis) results showed that the Notch signaling pathway was suppressed in the IngWAT of SAKI mice (*n* = 3 per group). The *P* values in GSEA are calculated empirically with permutation test by permuting the gene labels at random according to the GSEA algorithm, and FDR *q* values (corrected P values) are calculated by Benjamini–Hochberg FDR correction. The NES and FDR q values are shown in the images. NES, normalized enrichment score; FDR, false positive rate. **c**, **e** qPCR analysis of *Slc35d3* and Notch1-related genes in IngWAT from SAKI mice and WT mice (**c**), as well as in IngWAT from SAKO mice and Flox mice (**e**); *n* = 6 per group. **d**, **f** Western blot showing the expression of Notch1-related proteins in IngWAT from SAKI mice and their controls (**d**), as well as in IngWAT from SAKO mice and their controls (**f**); *n* = 3 per group. Right panel, summary of the quantification of three independent experiments. **g** qPCR detection of *NOTCH1* expression levels in HEK293T cells overexpressing *SLC35D3*; *n* = 6 per group. **h** Western blot analysis of NOTCH1 protein in HEK293T cells overexpressing *SLC35D3*. Right panel, summary of the quantification of three independent experiments. **i** Western blot analysis of NOTCH1 protein in HEK293T cells treated with CHX (cycloheximide). Right panel, summary of the quantification of three independent experiments. Values are the fold induction of gene expression normalized to the housekeeping gene β-Actin (**c**–**i**). Data are expressed as the mean ± SEM. Statistical significance was assessed by unpaired two-sided Student’s *t* test (**c**–**i**). The exact *P* values are shown in the figure. SAKI *Slc35d3* adipocyte-specific knock-in, IngWAT inguinal white adipose tissue. Source data are provided as a Source Data file.

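The other pathways of Fig. 6a for which a gene list was written, fatty acid metabolism, PPAR signaling, IL-17 signaling, TNF signaling and fat digestion and absorption, were also shifted toward lower expression in SAKI mice. PPAR signaling, which drives lipid storage and oxidation genes in adipocytes, had 51 of 63 tested genes below 0 and 12 above, with a median log2 fold change of -0.29. Among its members, Plin4, a lipid droplet coat gene, was at 2133 ± 129 CPM (SD, n = 3) in SAKI mice against 3114 ± 138 CPM (SD, n = 3) in WT mice, a log2 fold change of -0.55 (adjusted p = 0.17 from edgeR). Nr1h3, a nuclear receptor of cholesterol metabolism, had a log2 fold change of -0.47 (adjusted p = 0.163 from edgeR). Acsl1, which activates fatty acids, stood at -0.87. In fatty acid metabolism 42 of 55 genes were below 0, and in fat digestion and absorption 18 of 22. Dgat2, which makes triglycerides, was at 431 ± 30.9 CPM against 805 ± 240 CPM (SD, n = 3 each), while Pla2g2d, a secreted phospholipase, had a log2 fold change of 0.61 (adjusted p = 0.148 from edgeR). The inflammatory lists were more mixed, with 39 genes below 0 and 26 above in IL-17 signaling and 57 and 43 in TNF signaling, and a median log2 fold change of -0.09 in each. The chemokine gene Ccl7 was at 1.13 ± 0.34 CPM against 14.8 ± 12.7 CPM and Ccl2 at 2.06 ± 0.65 CPM against 9.43 ± 6.67 CPM (SD, n = 3 each). In both the highest WT value was that of WT 3, at 29.3 CPM and 17.1 CPM. The transcription factor gene Fosl1 had a log2 fold change of -5.38, from 11.9 CPM in WT 3 and 1.29 and 2.79 CPM in WT 1 and WT 2. In contrast Ikbke, a kinase of innate immune signaling, stood at 0.64, Irf1, a transcription factor of the interferon response, at 0.60 and Tnf at 0.63 (adjusted p = 0.163, 0.17 and 0.241 from edgeR), and of these Ikbke alone passed when adjusted over its list, IL-17 signaling. With GSEA, normalized enrichment scores were -1.65 for fatty acid metabolism (adjusted p = 0.0103), -2.18 for PPAR signaling (adjusted p = 1.35e-05), -2.26 for IL-17 signaling (adjusted p = 3.51e-06), -1.82 for TNF signaling (adjusted p = 0.000344) and -1.90 for fat digestion and absorption (adjusted p = 0.00342). With camera the adjusted p was 0.00761, 0.000373, 0.041, 0.161 and 0.00965 in that order. With an estimated correlation the adjusted p from camera was 0.443, 0.4, 0.527, 0.555 and 0.4. No single gene of these 5 lists passed edgeR's test over all genes tested. When adjusted over the list alone, 2 genes of IL-17 signaling were higher and 9 lower, 1 of fat digestion and absorption was higher and 1 lower, and 0 genes of the other 3 lists passed with edgeR. At an unadjusted p under 0.05, 17 were lower and 2 higher in PPAR signaling, 11 and 2 in fatty acid metabolism and 20 and 10 in TNF signaling. Immediate early genes, which respond within minutes to stress and handling of a tissue, were lower along with them, at a mean log2 CPM of 4.59 ± 0.10 (SD, n = 3) in SAKI mice and 4.71, 4.98 and 5.63 in WT 1, 2 and 3. Markers of mature adipocytes were lower with the lipid lists, at 9.84 ± 0.11 (SD, n = 3) against 10.2 ± 0.23 (SD, n = 3), with 15 of 16 genes below 0. They had a normalized enrichment score of -1.86 (adjusted p = 0.00641 from GSEA, and adjusted p = 0.4 from camera with an estimated correlation). Those of macrophages, at 6.51 ± 0.16 against 5.87 ± 0.52, and of fibroblasts and progenitors, at 7.78 ± 0.08 against 7.28 ± 0.61 (SD, n = 3 each), were higher by GSEA (adjusted p = 0.42 and 0.555 from camera with an estimated correlation), with WT 2 within or above the SAKI range. Without WT 3, fatty acid metabolism (-1.36, adjusted p = 0.106), PPAR signaling (-1.46, adjusted p = 0.0546) and fat digestion and absorption (-1.53, adjusted p = 0.0762) missed the threshold of GSEA, as fatty acid metabolism did without WT 2 (-1.46, adjusted p = 0.0663). Fatty acid metabolism also missed it with the B cell score (adjusted p = 0.159) and, like fat digestion and absorption, with the low-count genes kept (adjusted p = 0.0621 for both). With the immediate early score as a covariate chosen after seeing the data, TNF signaling alone kept its GSEA call (-1.56, adjusted p = 0.0309). It was lost for fatty acid metabolism (-0.91, adjusted p = 0.78), PPAR signaling (-1.10, adjusted p = 0.403), IL-17 signaling (-1.37, adjusted p = 0.135) and fat digestion and absorption (-1.40, adjusted p = 0.177).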

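The receptors, ligands and direct targets of Notch, taken as a list of their own, were shifted further than the whole pathway. Of 15 genes tested, 13 were below 0, and the median log2 fold change was -0.47. When adjusted over the list alone, 8 of them were lower and 1 was higher in SAKI mice with edgeR, while none passed over all genes tested and 9 were lower and 1 higher at an unadjusted p under 0.05. Jag1, a Notch ligand, was at 57.2 ± 4.35 CPM (SD, n = 3) in SAKI mice and 84.1 ± 13.5 CPM (SD, n = 3) in WT mice, with a log2 fold change of -0.56. Notch3, which is typical of vascular smooth muscle, had a log2 fold change of -0.39, and Notch4, which is typical of endothelium, had one of -0.47 with overlapping groups. The normalized enrichment score of the list was -1.92 (adjusted p = 0.00309 from GSEA). Camera gave an adjusted p = 0.000152 with the preset correlation and an adjusted p = 0.312 with an estimated correlation. That estimate was 0.0096, close to the preset of 0.01 (unadjusted p = 0.0135 from camera). The mean log2 CPM of the list was 4.51 ± 0.02 (SD, n = 3) in SAKI mice and 4.99 ± 0.15 (SD, n = 3) in WT mice, where WT 2 was the lowest at 4.82. The call was lost with the low-count genes kept (-1.49, adjusted p = 0.0922 from GSEA). With the endothelial marker score, a covariate chosen after seeing the data that separates the groups and also removes the call of Slc35d3, it was -1.24 (adjusted p = 0.337 from GSEA), which says little about the list. Markers of blood cells differed between the groups too, in opposite directions. Hemoglobin and other red cell genes were at a mean log2 CPM of 4.01 ± 0.02 (SD, n = 3) in SAKI mice against 5.36 ± 0.58 (SD, n = 3), whereas those of T and NK cells were at 5.36 ± 0.11 (SD, n = 3) against 4.65 ± 0.29 (SD, n = 3).

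**Figure D2:**
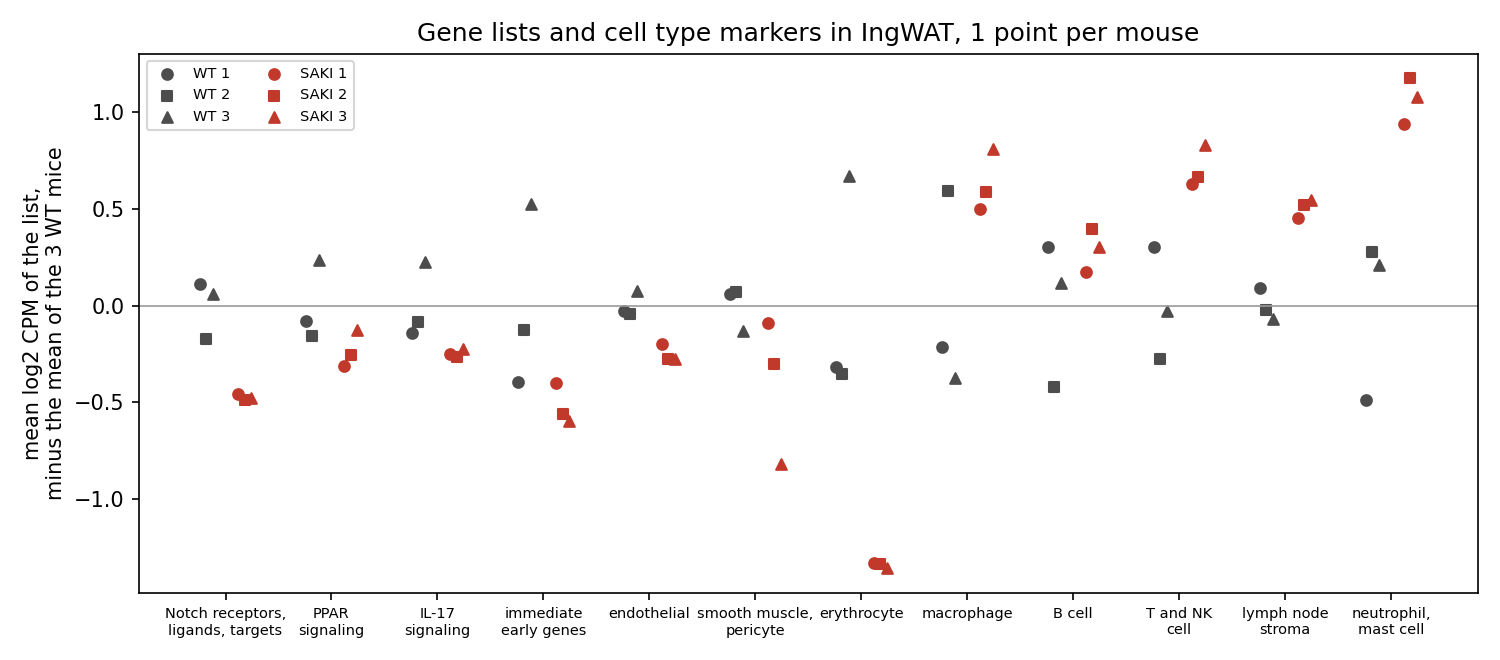
Mean log2 CPM of 12 gene lists and cell type marker lists in IngWAT, drawn as the difference from the mean of the 3 WT mice, with 1 point per mouse for 3 WT mice (grey) and 3 SAKI mice (red). The 3 SAKI mice lie below all WT mice for the Notch receptors, ligands and targets, for endothelial and for erythrocyte genes, and above them for T and NK cell, lymph node stroma and neutrophil and mast cell genes. By mean log2 CPM they were also below all WT mice for IL-17 signaling (at most 4.52 against at least 4.61). For immediate early genes they were so only narrowly (4.703 against 4.708).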

The above results implied that Slc35d3 might negatively regulate Notch1 signaling. Given that Slc35d3 was expressed at relatively low levels in the liver (Fig. 1a, b), we examined whether the alterations in adipose tissue Slc35d3 could affect the levels of Notch1 signaling in the liver. The results showed that Notch1 signaling was not significantly altered in the livers of either SAKO or SAKI mice (Supplementary Figs. 1h and 4h, p).

Inhibition of Notch1 signaling may be caused by decreased receptor levels resulting from decreased de novo expression, increased degradation, and impaired transport leading to decreased insertion into the plasma membrane^29^. We speculated that the downregulation of Notch1 signaling might be due to the inhibition of Notch1 transcription or translation levels by Slc35d3 in mice. We then determined the NOTCH1 expression levels at different time points in HEK293T cells overexpressing SLC35D3. Intriguingly, no difference in *NOTCH1* mRNA levels was found after 36 h of SLC35D3 overexpression, but a significant decrease was observed after 48 h (Fig. 6g). The results of the protein level assays were also interesting, showing that the protein levels of NOTCH1 did not change after either 36 h or 48 h but decreased significantly after 60 h (Fig. 6h). These results showed that reduced NOTCH1 signaling was not caused by the inhibition of SLC35D3 on NOTCH1 transcription or translation levels. Next, we determined whether SLC35D3 altered the half-life of the NOTCH1 protein in HEK293T cells treated with cycloheximide (CHX). The results showed that SLC35D3 did not change the protein degradation of NOTCH1 (Fig. 6i).

Together, these results suggested that the inhibition of NOTCH1 signaling by SLC35D3 was not caused by inhibition of NOTCH1 transcription or translation levels or increased protein degradation.

### SLC35D3 increased the ER accumulation of NOTCH1 via interaction with the NOTCH1 extracellular domain

The above results further aroused our curiosity about the exact pathway through which SLC35D3 inhibited NOTHC1 signaling. Next, we examined the localization of SLC35D3 and NOTCH1 by immunofluorescence in HEK293T cells overexpressing SLC35D3. The results were very intriguing, and we found that SLC35D3 and NOTCH1 colocalized intracellularly (Supplementary Fig. 7a), suggesting a possible interaction between SLC35D3 and NOTCH1. Subsequently, we detected the interaction between SLC35D3 and NOTCH1 in HEK293T cells via a coimmunoprecipitation (CoIP) assay. As shown in Fig. 7a, NOTCH1 was coimmunoprecipitated with SLC35D3 in HEK293T cells (Fig. 7a). NOTCH1 proteins consist of a large extracellular domain (ECD), a transmembrane region, and a large NICD^30,31^. Furthermore, we determined the specific domain to which SLC35D3 binds. First, the binding between SLC35D3 and NICD was determined in HEK293T cells transfected with both the SLC35D3 plasmid and NICD plasmid via CoIP assays. As shown in Supplementary Fig. 7b, no coprecipitation of NICD with SLC35D3 was observed (Supplementary Fig. 7b). We then determined the binding between SLC35D3 and ECD, and myc-tagged ECD was coimmunoprecipitated with SLC35D3 in HEK293T cells (Fig. 7b). The direct physical interaction between SLC35D3 and the NOTCH1 ECD was further confirmed by an in vitro pull-down assay (Fig. 7c). Interestingly, SLC35D3 lacking the last 30 amino acids (SLC35D3-30aa) remained immunoprecipitated with the NOTCH1 ECD (Supplementary Fig. 7c). We subsequently transfected HEK293T cells with both the SLC35D3 plasmid and ECD plasmid, as well as the SLC35D3 plasmid and NICD plasmid. Multiple fluorescence staining results showed that SLC35D3 and ECD colocalized (Supplementary Fig. 7d); in contrast, NICD did not colocalize with SLC35D3 (Supplementary Fig. 7e). Taken together, these results revealed that SLC35D3 interacted with NOTCH1 through the ECD, the extracellular domain of NOTCH1.

**Fig. 7:**
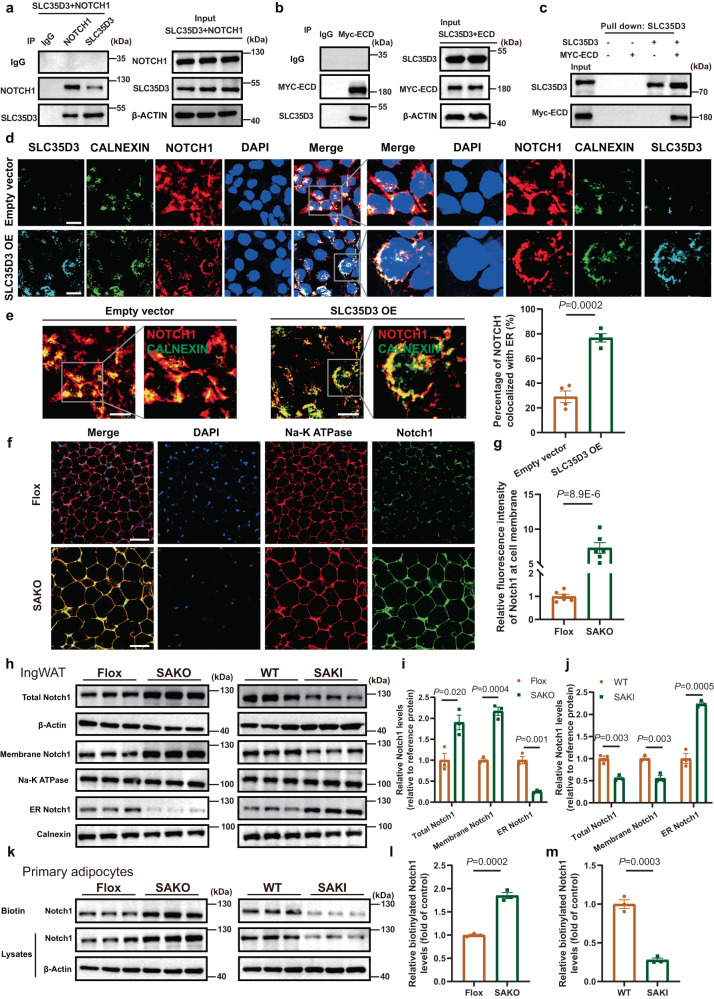
SLC35D3 increased the ER accumulation of NOTCH1 by interacting with the NOTCH1 extracellular domain. **a**, **b** CoIP assay results showed the interaction between SLC35D3 and NOTCH1 (**a**), as well as the interaction between SLC35D3 and ECD (**b**). Representative images from three independent experiments are shown. **c** Direct interaction between SLC35D3 and ECD was further confirmed by pull-down assay. Representative images from three independent experiments are shown. **d**, **e** SLC35D3 overexpression promoted the colocalization of NOTCH1 and ER. Representative confocal images of cells are shown (**d**), as well as the quantification results of four independent parallel experiments (**e**). The inset in the right panel shows a magnified view of the indicated area. Scale bar, 20 μm. CALNEXIN, an ER marker protein. **f**, **g** SAKO mice showed higher levels of Notch1 at the cell membrane in IngWAT than control mice. Representative confocal images are shown (**f**), as well as the quantification results of six independent parallel experiments (**g**). Scale bar, 50 μm. Na-K ATPase, a plasma membrane marker protein. **h**–**j** Membrane proteins and endoplasmic reticulum proteins of IngWAT were isolated from SAKO and SAKI mice (*n* = 3 per group). The western blot results are shown (**h**), as well as the quantitative analysis results (**i**, **j**). Total NOTCH1 expression was normalized to β-Actin expression, membrane NOTCH1 expression was normalized to Na-K ATPase, and ER NOTCH1 expression was normalized to CALNEXIN. **k**–**m** Primary adipocytes were isolated from the IngWAT of SAKO mice and SAKI mice (*n* = 3 per group). Cell surface biotinylation assay results are shown (**k**), as well as the quantitative analysis results (**l**, **m**). Data are expressed as the mean ± SEM. Statistical significance was assessed by unpaired two-sided Student’s *t* test (**e**, **g**, **i**, **j**, **l**, **m**). The exact *P* values are shown in the figure. SAKO *Slc35d3* adipocyte-specific knockout, SAKI *Slc35d3* adipocyte-specific knock-in, OE overexpression, IngWAT inguinal white adipose tissue, ER endoplasmic reticulum. Source data are provided as a Source Data file.

We next sought to investigate how the interaction of SLC35D3 with NOTCH1 affected NOTCH1 signaling. In signal-receiving cells, NOTCH1 receptors are first generated in the ER and then transported to the Golgi apparatus where NOTCH1 receptors are cleaved into heterodimers (S1 cleavage) and transported to the cell membrane. Transport of NOTCH1 in the endoplasmic reticulum (ER) has been shown to play a critical role in the regulation of NOTCH1 levels at the cell membrane^29,31,32^. Considering that SLC35D3 also localizes to the ER intracellularly^21^, we speculated that SLC35D3 regulated the trafficking of NOTCH1 from the ER to the plasma membrane. Then, we isolated membrane and cytoplasmic proteins from 293T cells overexpressing SLC35D3, and western blotting results showed that SLC35D3 overexpression significantly decreased NOTCH1 levels at the plasma membrane but increased NOTCH1 levels in the cytosol (Supplementary Fig. 7f, g). The flow cytometry assay results further confirmed that SLC35D3 overexpression significantly reduced NOTCH1 levels at the plasma membrane (Supplementary Fig. 7h, i). These results suggested that SLC35D3 might regulate NOTCH1 trafficking. To further investigate the modulatory effect of SLC35D3 on NOTCH1, HEK293T cells were transfected with both SLC35D3 plasmid and GFP-tagged NOTCH1 plasmid, and cells transfected with both empty plasmid and GFP-tagged NOTCH1 plasmid were used as controls. Forty-eight hours after transfection, we labeled the ER in living cells using ER Tracker Red Dyes and detected NOTCH1 localization in living cells by a High Content Imaging System (Opera Phenix, PerkinElmer). Intriguingly, NOTCH1 did not show extensive colocalization with the ER in control cells; instead, NOTCH1 was more distributed at the periphery of the ER, surrounding the cell. However, in cells overexpressing SLC35D3, there was extensive colocalization of NOTCH1 with the ER, indicating that overexpression of SLC35D3 promoted NOTCH1 colocalization with the ER (Supplementary Fig. 7j).

The above results suggested that SLC35D3 might inhibit NOTCH1 signaling by promoting ER accumulation of NOTCH1. To confirm whether SLC35D3 actually regulated NOTCH1 trafficking, we performed multiple fluorescent staining in fixed cells using an Opal multiplex staining protocol with an Opal™ 7 color kit. HEK293T cells were transfected with SLC35D3 plasmid and NOTCH1 plasmid, and we then examined the subcellular localization of SLC35D3 and NOTCH1 in cells 48 h post transfection. The results showed that less NOTCH1 and ER colocalization was observed in control cells, while the overexpression of SLC35D3 promoted NOTCH1 and ER colocalization (Fig. 7d, e). We further transfected HEK293T cells with siRNA targeting SLC35D3 to mediate the knockdown of SLC35D3 and then examined the intracellular localization of NOTCH1. Immunofluorescence results showed that SLC35D3 knockdown reduced NOTCH1 retention in the ER, as shown by decreased NOTCH1 colocalization with the ER in SLC35D3-knockdown cells (Supplementary Fig. 8a, b). We have demonstrated that SLC35D3 interacts with the ECD of NOTCH1, but not with the NICD, in the above results. Interestingly, the fluorescence staining results showed that SLC35D3 and ECD colocalized and both colocalized with ER (Supplementary Fig. 7d). This further confirmed the interaction between SLC35D3 and the ECD, which was mainly in the ER.

To further confirm that SLC35D3 promoted NOTCH1 accumulation in the ER and decreased NOTCH1 levels at the cell membrane, we performed immunofluorescence staining for IngWAT from SAKO mice and SAKI mice. Tissue sections were not permeabilized to better label proteins at the cell membrane surface and reduce the effect of protein staining in the cytoplasm. Fluorescence results showed that NOTCH1 levels at the cell membrane were significantly increased in adipose tissues from SAKO mice compared to control mice (Fig. 7f, g). In addition, the adipocyte sizes in SAKO mice were visibly larger than those in control mice, which was consistent with our previous results (Figs. 3l and  7f). However, NOTCH1 levels at the cell membrane were significantly lower in adipose tissues from SAKI mice than in those from control mice (Supplementary Fig. 8c, d). We also isolated cell membrane proteins and endoplasmic reticulum proteins using a Plasma Membrane Protein Isolation and Cell Fractionation Kit and an Endoplasmic Reticulum Isolation Kit and detected NOTCH1 levels by western blotting assays. HEK293T cells were transfected with SLC35D3 plasmid and siRNA targeting SLC35D3 and harvested at different time points to detect NOTCH1 protein levels. The results were intriguing, showing that overexpression of SLC35D3 did not alter total NOTCH1 protein levels at 48 h (Supplementary Fig. 9a, b). However, SLC35D3 overexpression significantly promoted the retention of NOTCH1 in the ER, accompanied by a decrease in NOTCH1 protein levels on the cell membrane at 40 h and 48 h (Supplementary Fig. 9a–d). In contrast, the knockdown of SLC35D3 promoted trafficking of the NOTCH1 protein from the ER to the cell membrane, as shown by decreased NOTCH1 levels in the ER (Supplementary Fig. 9e–h). Interestingly, although NOTCH1 levels on the cell membrane did not change much at 40 h, the knockdown of SLC35D3 significantly increased NOTCH1 levels on the cell membrane over time, and total NOTCH1 levels also increased at 72 h (Supplementary Fig. 9i, j). This finding was also consistent with previous results showing that total NOTCH1 levels were altered after prolonged exposure (Fig. 6h). Subsequently, we also isolated the cellular fractions of IngWAT from SAKI mice and SAKO mice for detection, and the results showed that NOTCH1 levels on the cell membrane were significantly higher in adipose tissues of SAKO mice than in control mice, accompanied by decreased NOTCH1 levels in the ER (Fig. 7h, i). The opposite results were observed in SAKI mice, as shown by decreased NOTCH1 levels on the cell membrane (Fig. 7h, j). Summarizing the above results, SLC35D3 regulated NOTCH1 trafficking from the ER to the cell membrane.

To further confirm that SLC35D3 affected NOTCH1 levels on the cell membrane, we employed cell surface biotinylation assays to detect NOTCH1 protein on the cell membrane. We first incubated 293T cells and mouse primary adipocytes with PBS and biotin (Sulfo-NHS-SS-biotin), respectively, and detected NOTCH1 proteins by western blotting. The results showed that NOTCH1 proteins on the cell membrane could indeed be labeled by biotin (Supplementary Fig. 9k). Next, we performed cell surface biotinylation assays with 293T cells at 48 h and 72 h after transfection and the results showed that SLC35D3 overexpression significantly decreased NOTCH1 levels on the cell membrane, whereas SLC35D3 knockdown caused an increase in NOTCH1 levels on the cell membrane (Supplementary Fig. 9l–n). Primary adipocytes were tested similarly. Notch1 levels on the cell membranes in primary adipocytes from SAKO mice were significantly higher than those in primary adipocytes from control mice, and the opposite results were observed in adipocytes from SAKI mice (Fig. 7k–m).

Summarizing all the results above, SLC35D3 increased ER accumulation of NOTCH1 and thereby inhibited NOTCH1 signaling, which was achieved by interacting with the NOTCH1 extracellular domain.

### Notch1 knockdown in IngWAT showed a superior rescue effect in SAKO mice compared with SAKI mice

The above results revealed that SLC35D3 regulated obesity and fat metabolism through the NOTCH1 pathway. Next, we sought to investigate the effect of intervening in Notch1 on mouse phenotypes in both SAKO and SAKI mice. We first knocked down Notch1 in the IngWAT of SAKO mice, which was achieved by orthotopic injection of AAV8-adiponectin-shNotch1 (Fig. 8a). The qPCR results showed that Notch1 levels were significantly downregulated in the IngWAT of SAKO mice, but were not changed in other tissues (Fig. 8b). Intriguingly, knockdown of Notch1 resulted in a significant decrease in mouse body weight, accompanied by improved glucose tolerance and insulin sensitivity (Fig. 8c–e). Serum TG and TC levels also decreased significantly (Fig. 8f, g). We subsequently examined the expression levels of relevant genes involved in fat metabolism in IngWAT and found that knockdown of Notch1 caused a significant upregulation of lipolytic genes (*Atgl*, *Hsl*) and thermogenic genes (*Ucp1*, *Prdm16*, *Pgc1-α*) (Fig. 8h, i). The HE staining results of IngWAT further showed that knockdown of Notch1 resulted in a marked reduction in adipocyte size (Fig. 8j).

**Fig. 8:**
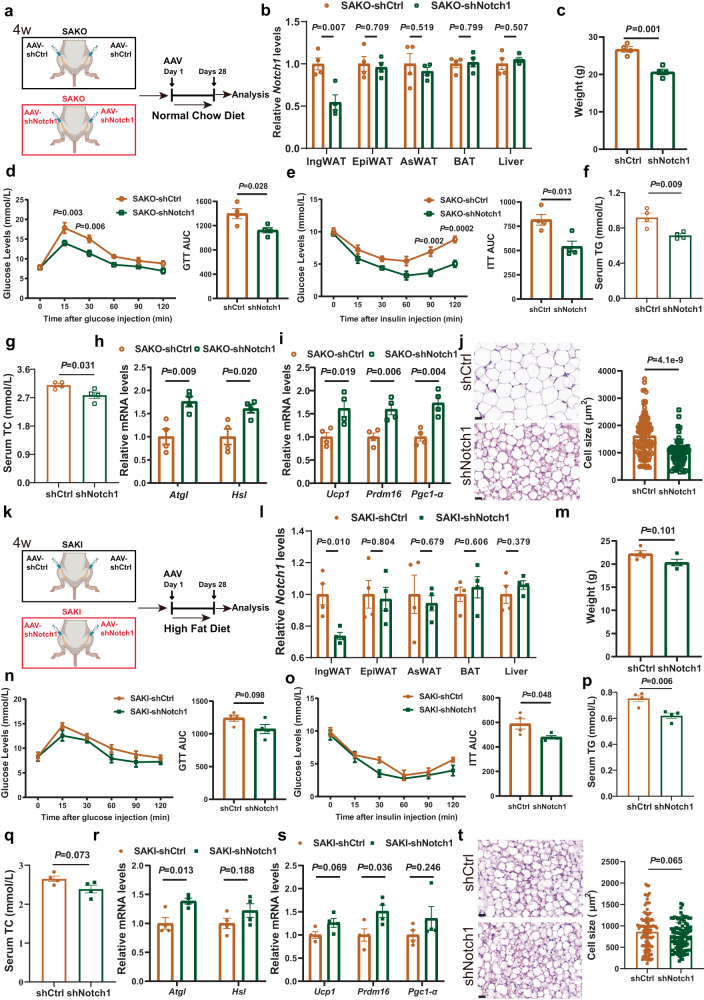
Notch1 knockdown in IngWAT showed a superior rescue effect in SAKO mice compared with SAKI mice. **a**, **k** Illustration of *Notch1* knockdown in the IngWAT of SAKO (**a**) and SAKI (**k**) mice. **b**, **l** *Notch1* was specifically knocked down in the IngWAT of SAKO (**b**) and SAKI (**l**) mice; *n* = 4 per group. **c**, **m** Body weights of NCD-fed SAKO mice (**c**) and HFD-fed SAKI mice (**m**); *n* = 4 per group. **d**, **e**, **n**, **o** GTT (**d**) and ITT (**e**) results of NCD-fed SAKO mice (*n* = 4 per group), as well as GTT (**n**) and ITT (**o**) results of HFD-fed SAKI mice (*n* = 4 per group). The area under the curve (AUC) values are shown in the right panel. **f**, **g**, **p**, **q** Serum TG and TC levels in the NCD-fed SAKO mice (**f**, **g**) and HFD-fed SAKI mice (**p**, **q**); *n* = 4 per group. **h**, **r** Lipolytic gene expression levels of IngWAT in the NCD-fed SAKO mice (**h**) and HFD-fed SAKI mice (**r**); *n* = 4 per group. **i**, **s** Thermogenic gene expression levels of IngWAT in the NCD-fed SAKO mice (**i**) and HFD-fed SAKI mice (**s**); *n* = 4 per group. **j**, **t** HE staining results and adipocyte size quantification of IngWAT in the NCD-fed SAKO mice (**j**) and HFD-fed SAKI mice (**t**). Representative images of HE staining results from three independent experiments are shown. Right panel, the quantitative results of the size of each adipocyte counted (**j**: shCtrl, *n* = 104 cells; shNotch1, *n* = 107 cells. **t**: shCtrl, *n* = 102 cells; shNotch1, *n* = 101 cells). Scale bar, 20 μm. Values are the fold induction of gene expression normalized to the housekeeping gene β-Actin (**b**, **h**, **i**, **l**, **r**, **s**). Data are expressed as the mean ± SEM. Statistical significance was assessed by unpaired two-sided Student’s t test (**b**, **c**, **f**–**k**, **l**, **m**, **p**–**t**) or two-way ANOVA followed by Bonferroni’s multiple comparisons test (**d**, **e**, **n**, **o**). The exact *P* values are shown in the figure. SAKO *Slc35d3* adipocyte-specific knockout, SAKI *Slc35d3* adipocyte-specific knock-in, IngWAT inguinal white adipose tissue, TG triglyceride, TC total cholesterol, NCD normal chow diet, HFD high-fat diet. Source data are provided as a Source Data file.

We have revealed that SAKI mice showed promising resistance to HFD-induced obesity progression. To further investigate the effect of Notch1 knockdown in HFD-fed SAKI mice, we also knocked down Notch1 in the IngWAT of SAKI mice (Fig. 8k). Consistently, qPCR results showed specific knockdown of Notch1 in IngWAT (Fig. 8l). Interestingly, in HFD-fed SAKI mice, while there were no significant differences, a trend toward improvement in body weight was observed, as well as in glucose tolerance, insulin sensitivity and lipid levels (Fig. 8m–q). The expression levels of lipolytic genes (*Atgl*, *Hsl*) and thermogenic genes (*Ucp1*, *Prdm16*, *Pgc1-α*) also showed a tendency to be upregulated, accompanied by a tendency to decrease adipocyte sizes (Fig. 8r–t).

Taken together, knockdown of Notch1 in the IngWAT of SAKO mice showed a significant rescue effect, as shown by resistance to obesity and improved metabolism. In contrast, Notch1 knockdown showed only a slight improvement in adiposity and metabolism in SAKI mice. In SAKI mice, Notch1 signaling was suppressed by overexpressed Slc35d3, which was correlated with the protective efficacy against obesity. This might explain why knockdown of Notch1 significantly improved metabolism in SAKO mice, but the effect was not evident in SAKI mice.

## Discussion

Here, we demonstrated the role of SLC35D3 in regulating obesity and related metabolic disturbances by studying adipocyte-specific *Slc35d3* knockout and knock-in mice. Slc35d3 was expressed at lower levels in the fat tissues of obese mice, and Slc35d3 knockout induced more beige-to-white transition of IngWAT and showed more susceptibility to obesity, impaired glucose tolerance and exacerbated chronic inflammation, while Slc35d3 knock-in promoted browning of WAT and was protected against obesity. Furthermore, we found that SLC35D3 increased ER accumulation of NOTCH1 and thus inhibited NOTCH1 signaling, which was achieved by interacting with the NOTCH1 extracellular domain (ECD) and promoting the retention of NOTCH1 in the ER. Adiocyte-specific *Slc35d3* knockout mice showed a more pronounced rescue effect of Notch1 knockdown in IngWAT. All of these findings suggest an interesting function of SLC35D3 in obesity, and low SLC35D3 expression in adipose tissues in obesity might be a potential therapeutic target (Fig. 9).

**Fig. 9:**
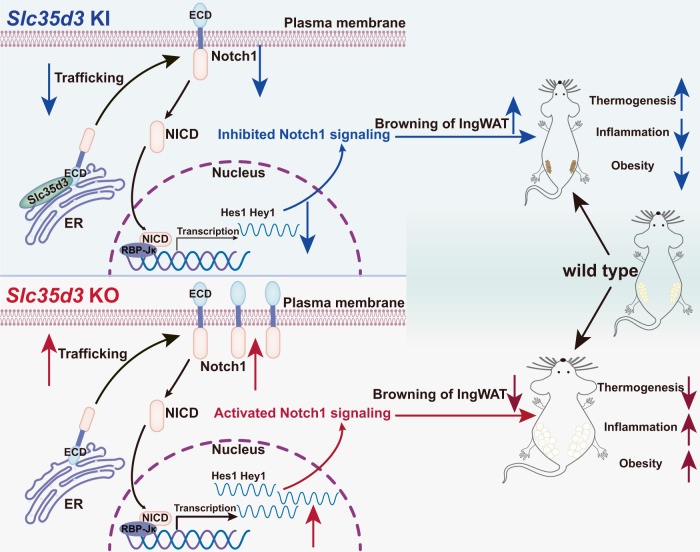
SLC35D3 promotes white adipose tissue browning to ameliorate obesity via NOTCH signaling. SLC35D3 regulates obesity by interacting with the extracellular domain (ECD) of NOTCH1, which promotes NOTCH1 accumulation in the endoplasmic reticulum (ER) and inhibits NOTCH1 transport to the cell membrane, ultimately inhibiting NOTCH1 signaling. IngWAT, inguinal white adipose tissue.

To date, only a few studies on SLC35D3 have been reported. *Ceacam5*, *Klk6*, *Slc35d3*, *Postn,* and *Muc2* mRNA analysis improves the detection of tumor cells in the lymph nodes of colon cancer patients^33^. SLC35D3 causes platelet dysfunction by participating in the biogenesis of platelet-dense granules and increases autophagic activity in midbrain dopaminergic neurons by enhancing the formation of the BECN1-ATG14-PIK3C3 complex, suggesting that SLC35D3 is a potential regulator of tissue-specific autophagy^24,34,35^. In addition, *SLC35D3* is a candidate gene for obesity-related metabolic syndrome that is involved in metabolic control of the central nervous system by regulating dopamine signaling^21^. Furthermore, silencing of SLC35D3 resulted in increased adipogenic processes in porcine intramuscular adipocytes, suggesting that SLC35D3 is associated with adipocyte differentiation^36^. However, there was no additional information regarding the association of adipose SLC35D3 with obesity. In this study, we found that Slc35d3 expression was lower in the adipose tissue of obese mice and revealed the molecular mechanism by which Slc35d3 was involved in obesity and related fat metabolism.

Obesity is a metabolic condition usually accompanied by metabolic-related diseases, which are characterized by excessive fat accumulation and are related to WAT dysfunction^37^. Based on the great plasticity of adipose tissue in thermogenesis, activation of BAT and induction of WAT browning play a critical role in obesity^38,39^. Here, we explored the effect of SLC35D3 in adipose tissue on obesity. *Slc35d3* knockout significantly inhibited adipose tissue browning while *Slc35d3* knock-in significantly increased adipose tissue browning. The white-to-brown fat transition involves a series of cellular processes, including increased Ucp1 expression, mitochondrial production, and lipolysis^10^. These features were all observed in adipose tissues of *Slc35d3* knock-in mice, which showed considerable resistance to obesity and associated metabolic disorders.

In our study, the Ucp1 expression level was decreased in the WAT but not in the BAT of *Slc35d3* knockout mice. The differential responses of BAT and WAT to *Slc35d3* knockout were perhaps due to the different embryonic origins of these tissues, as well as cell type-specific gene regulatory programs^12^. A higher Ucp1 level is associated with enhanced uncoupled respiration and thermogenesis, which may lead to a higher core body temperature^40,41^. Our results showed that higher Ucp1 levels and enhanced uncoupled respiration were observed in inguinal adipocytes from *Slc35d3* knock-in mice, while Ucp1 levels and uncoupled respiration were inhibited in inguinal adipocytes from *Slc35d3* knockout mice. Meanwhile, core body temperature was higher in *Slc35d3* knock-in mice but lower in *Slc35d3* knockout mice.

Consistently, we also observed a marked improvement in hepatic steatosis in *Slc35d3* knock-in mice. *Slc35d3* knock-in mice displayed a reversal of hepatic triglyceride accumulation, suggesting that other factors contributed to organ-to-organ cross-talk and improvement in liver metabolism. These most likely represented a change in some adipose-secreted hormones that affected hepatic insulin sensitivity^42^. Meanwhile, the expression of inflammatory genes was decreased in *Slc35d3* knock-in mice, which might contribute to ameliorating hepatic steatosis. These results highlighted the physiological significance of adipose-specific *Slc35d3* function and its systemic effects on liver function and whole-body glucose metabolism.

The expression and secretion of proinflammatory cytokines are known to be inhibited by Notch inhibition^43^. Notch signaling is one of the pathways widely acting on the adult maintenance of a variety of tissues and cell types^16,44^. Previous studies showed that inhibition of Notch signaling was associated with ameliorated obesity^10,45–47^. We proposed that the decreased expression level of Notch1 was the primary molecular mechanism underlying the physiological function of Slc35d3 in regulating obesity in mice. SLC35D3 is an orphan nucleotide sugar transporter or a fringe connection-like protein with 10 transmembrane domains. NOTCH1 includes an ECD, a transmembrane domain, and an NICD. In our study, we confirmed that a direct interaction existed between SLC35D3 and the ECD rather than the NICD. Receptor-ligand binding initiates two sequential proteolytic cleavages, resulting in the release of the NICD^48^. Subsequently, NICD binds to the Rbpjk transcription complex and activates Notch target genes, including Hes and Hey family genes. Our results showed that the levels of Nicd were decreased in the IngWAT of *Slc35d3* knock-in mice but increased in the IngWAT of *Slc35d3* knockout mice. As expected, the expression levels of the Notch1 target genes, Hes1 and Hey1, were also decreased when Slc35d3 was overexpressed.

NOTCH signaling is closely associated with adipocyte browning, energy metabolism and obesity progression. Overexpression of Notch in adipocytes was demonstrated to promote severe insulin resistance in mice^49^. It has also been confirmed that activation of Notch1 inhibits adipocyte browning and adipsin secretion^50^, whereas inactivation of Notch1 can lead to higher energy expenditure, improved insulin sensitivity and greater resistance to obesity in mice^10^. In addition, transit out from the ER has been shown to be a critical step in regulating Notch1 receptor levels at the cell membrane^29^. Similarly, in our study, our data showed that SLC35D3 interacted with the NOTCH1 ECD and then retained NOTCH1 in the ER, thereby reducing the levels of NOTCH1 on the plasma membrane, which meant that SLC35D3 inhibited NOTCH1 signaling by inhibiting trafficking of NOTCH1. These data also suggested that the improved metabolic consequences observed in *Slc35d3* knock-in mice could result from inhibited Notch1 signaling. We also investigated the effect of Notch1 knockdown in IngWAT on the phenotypes of adipose tissue-specific *Slc35d3* knockout and knock-in mice. As expected, knockdown of Notch1 resulted in resistance to obesity as well as improved metabolism, which was more pronounced in *Slc35d3* knockout mice.

In conclusion, we identify that SLC35D3 is involved in obesity by interacting with the NOTCH1 extracellular domain and promoting the accumulation of NOTCH1 in the ER, which can lead to the inhibition of NOTCH1 signaling. Adipocyte-specific *Slc35d3* knock-in promotes browning of white adipose tissues and ameliorates obesity, while *Slc35d3* knockout can cause the opposite phenotypes. In addition, knockdown of Notch1 shows considerable improvement in obesity and glucose and lipid metabolism, which is more pronounced in *Slc35d3* knockout mice. Therefore, low SLC35D3 expression in adipose tissues might be a potential therapeutic target of obesity, and NOTCH1 inhibition could lead to greater gains.

## Methods

The research methods applied in this study followed the guidelines of the World Medical Association’s Declaration of Helsinki and subsequent revisions, and the study was reviewed and approved by the ethics committee of Fuwai Hospital.

### Animals

All procedures involving mice were reviewed and approved by the ethics committee of Fuwai Hospital. All animal use and welfare adhered to the National Institutes of Health’s “Guide for the Care and Use of Laboratory Animals” following the protocols reviewed and approved by the State Key Laboratory of Cardiovascular Disease, National Center for Cardiovascular Diseases, Fuwai Hospital (Beijing, China; number of permit: 0000869). All animals were housed in standard cages in a temperature- and humidity-controlled environment on a 12-h light/dark cycle (temperature: 23 ± 1 °C; relative humidity: 50–60%) with free access to water. Both male and female mice aged 2–4 months were used for experiments unless otherwise indicated. The numbers of mice are indicated in the figure legends for each experiment. Mice were euthanized by CO_2_ inhalation at the appropriate time during the study and tissue samples were removed for further experiments.

*Slc35d3*-Flox mice and *Slc35d3*-WT mice carrying additional *LSL-Slc35d3* transgenes in the C57BL/6 background were generated at Beijing Biocytogen Incorporated Company. Adiponectin-Cre mice and ob/ob mice were purchased from Cyagen Biosciences (Suzhou, China). The targeting strategies of adipose-specific *Slc35d3* knockout and knock-in mice are shown in Figs. 2a and  4a, respectively. For HFD-induced obesity, 8-week-old mice were divided randomly and fed either an irradiated normal chow diet (NCD, 10 kcal% fat, D09100304, Research Diets, Inc) or irradiated high-fat diet (HFD, 60 kcal% fat, D12492, Research Diets, Inc) until the end of the experiment. Body weight was monitored every week. For adeno-associated virus (AAV) injections, 4-week-old male mice were injected orthotopically with 2.0 × 10^11^ vg of AAV8-adiponectin-shNotch1 virus or control AAV8-adiponectin-shCtrl virus at multiple sites in the inguinal white adipose tissue. Four weeks after injection, the mice were prepared for analysis.

### Food intake and indirect calorimetry study

Food intake was calculated by measuring food consumption and the number of days. Oxygen consumption (VO_2_), carbon dioxide production (VCO_2_) and energy expenditure (EE) were measured using an indirect calorimetry system (Oxylet, PanLab, Spain) installed under a constant environmental temperature (22 °C) and a 12-h light/12-h dark cycle. Mice in each chamber had free access to food and water.

### Rectal temperature measurement

A digital thermometer (KW689) was used in combination with a copper thermocouple probe (FT3400 Type). The probe was inserted 1.6 cm into the anal ducts of male and female adult mice (2–4 months old).

### Hyperinsulinemic–euglycemic clamp

The hyperinsulinemic–euglycemic clamp was performed as previously described^51,52^. Briefly, five-month-old male mice were surgically operated to establish an indwelling catheter in the jugular vein seven days prior to the clamp test. The mice were subsequently allowed to recover for 6 days until the experiment started. On the day of the experiment, mice were fasted overnight (~15 h) and a 2-h hyperinsulinemic–euglycemic clamp was then performed in conscious mice with a primed-continuous human insulin infusion (100 mU/kg/min within 2 min, followed by 5 mU/kg/min), while the 20% glucose infusion was administered at a variable rate to maintain steady-state blood glucose. In our study, steady-state blood glucose was defined as a blood glucose level of 130.0 ± 10 mg/dL. To assess whole-body glucose turnover, glucose was continuously infused throughout the experiment. To determine insulin-stimulated glucose uptake in individual organs, 2-deoxyglucose was injected intravenously at 75 min from the start of the experiment. Tissues were dissected immediately after the clamp test was completed and were then stored in liquid nitrogen for further biochemical analysis.

### Blood glucose measurements

For glucose tolerance tests, mice were given an intraperitoneal injection of 100 mg/ml d-glucose (2 g/kg body weight) after overnight fasting for 16 h, and tail vein blood glucose concentrations were then monitored. For insulin tolerance tests, mice were fasted for 4 h from 9:00 am before intraperitoneal administration of human insulin (0.75 U/kg body weight; MCE, HY-P0035), and tail vein blood glucose concentrations were then monitored. Tail vein blood was taken at 0, 15, 30, 60, 90, and 120 min after injection, and blood glucose levels were measured using an Accu-Chek Active Blood Glucose Meter and corresponding test strips (Roche).

### Isolation, culture, and differentiation of primary adipocytes

Stromal vascular fraction (SVF) cells were isolated as previously described with modifications^10,53^. Briefly, adipose tissue was dissected, minced, and digested with 2 mg/ml Type I collagenase (Worthington, LS004196) for 1 h at 37 °C in a water bath under slight agitation. The digestion was stopped with centrifugation buffer (PBS containing 10% FBS), and then the tissue was filtered through 100-μm filters and centrifuged at 300×g for 5 min. Filters were washed with 10 ml of centrifugation buffer and the sample was centrifuged as described above. The SVF pellet from the initial centrifugation was resuspended in 2 ml of erythrocyte lysis buffer and incubated for 2 min at room temperature. Following the addition of 2 mL of centrifuge buffer, the samples were filtered through a 40-μm cell strainer. Filters were rinsed with 8 mL of centrifugation buffer, and samples were centrifuged at 300×*g* for 5 min. Then the SVF cells were resuspended and cultured in growth medium containing DMEM-F12 (Gibco, 10565018) with 20% FBS (Sigma, TMS-013-B), 10 ng/ml FGF (PeproTech, 450-33) and 1% penicillin/streptomycin (Gibco, 15140122) at 37 °C with 5% CO_2_ for 2 days. Preadipocyte differentiation was induced with induction medium containing DMEM-F12, 10% FBS, 0.5 µg/mL insulin (MCE, HY-P0035), 5 µM dexamethasone (Sigma, D1756), 1 µM rosiglitazone (Sigma, R2408) and 0.5 mM 3-isobutyl-1-methylxanthine (Sigma, I7018) for 2 days followed by 4 days in differentiation medium containing DMEM-F12, 10% FBS, and 0.5 µg/mL insulin until adipocyte maturation.

### Cell culture

HEK293T cells (ATCC, CRL-3216) were obtained from ATCC and were cultured in DMEM (Gibco) with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin. Cells were used between passages 8 and 10. The cells were incubated at 37 °C (with 5% CO_2_) until confluent and then transferred to 6-, 12-, or 24-well plates. Knockdown of SLC35D3 was mediated by siRNA transfection using RNAiMAX (Invitrogen, Rockford, IL) transfection reagent (the sequences of siRNA: sense 5’-CCA UGU ACG UGG UCU UCA ATT-3’; antisense 5’-UUG AAG ACC ACG UAC AUG GTT-3’). Overexpression of SLC35D3 was achieved by His-tagged SLC35D3 plasmid transfection using Lipofectamine 3000 (Invitrogen, Rockford, IL) transfection reagent, and overexpression of different domains of NOTCH1, ECD, and NICD, was achieved by myc-tagged ECD plasmid and myc-tagged NICD plasmid transfection. Transfection was performed when the degree of cell fusion reached 70–80%. After incubation for the appropriate time, the cells were harvested for further experiments.

### Live-cell imaging

HEK293T cells were cultured in black 96-well plates (PerkinElmer) and transfected with SLC35D3 plasmid or empty vector plasmid, along with NOTCH1-GFP plasmid expressing NOTCH1-GFP fusion proteins. Forty-eight hours after transfection, cells were treated with ER Tracker Red Dyes (Invitrogen, E34250) to label ER in living cells according to the manufacturer’s instructions, and Hoechst 33342 (Thermo Scientific, 62249) was then used to label cell nuclei. Following labeling, a high-content imaging system (Opera Phenix, PerkinElmer) was used to perform live-cell imaging.

### Cell surface biotinylation assay

Cells were seeded into 15-cm dishes and harvested for cell surface biotinylation assays at ~80–90% confluency. Cells were washed three times with prechilled PBS and then a Pierce™ Cell Surface Protein Biotinylation and Isolation Kit (Thermo Scientific, A44390) was used. Biotinylation experiments were performed in strict accordance with the manufacturer’s instructions, including Sulfo-NHS-SS-Biotin incubation, isolation, and elution of labeled proteins. The separated protein was used for subsequent western blotting assays.

### Immunofluorescence staining

For immunofluorescence staining of mouse adipose tissue sections, tissue sections were dewaxed to water following routine procedures. To better label the protein on the cell membrane and reduce the effect of protein staining in the cytoplasm, tissue sections were not permeabilized. Following blocking with goat serum for 1 h, the cells were incubated with Notch1 and Na-K ATPase primary antibodies overnight at 4 °C. Alexa Fluor 488-conjugated and Alexa Fluor 594-conjugated secondary antibodies were then used. DAPI was used to label cell nuclei. Confocal imaging was performed using a Leica SP8 confocal microscope. For all other immunofluorescence staining, the Opal™ 7 color kit (Akoya Biosciences, NEL811001KT) was used to perform multiple fluorescence staining of cells according to the recommended procedures. Both ECD and NICD were stained with antibodies to the fusion-expressed myc proteins, and the other proteins were fluorescently stained with their own antibodies. The antibodies used are shown in Supplementary Table 1.

### Plasma membrane protein and endoplasmic reticulum protein extraction

For plasma membrane protein and ER protein extraction from cells, cells were harvested at various time points after transfection and washed with ice-cold PBS. For cellular fractionation from mouse adipose tissues, 12-week-old adult male mice were euthanized by CO_2_ inhalation, and adipose tissues were then isolated. Then, isolation and extraction of plasma membrane proteins were performed by a spin column method using the Plasma Membrane Protein Isolation and Cell Fractionation Kit (Invent Biotechnologies, Inc, SM-005) according to the manufacturer’s instructions, while the Endoplasmic Reticulum Isolation Kit (Sigma-Aldrich, ER0100) was used for isolation and extraction of ER proteins following the recommended procedures.

### Adipocyte OCR measurement

Primary SVF cells from IngWAT were isolated and cultured for 3 days before plating in XF cell culture microplates (Seahorse Bioscience). SVF cells (20,000 cells) were seeded in each well, and each sample had five replicates. After 6 days of differentiation, cultured adipocytes were washed twice in prewarmed XF medium and then transferred to 37 °C without CO_2_ for 50 min. The OCR was measured by the XF extracellular flux analyzer (Seahorse Biosciences). The chemicals (final concentration: 1.5 μM oligomycin, 2 μM FCCP, and 0.5 μM rotenone & antimycin A) were preloaded into cartridges and injected into XF wells in succession. The OCR was calculated as a function of time (picomoles per minute).

### Quantitative RT-qPCR and RNA-Seq

Total RNA was extracted from tissues using a Trizol reagent. RNA was treated with RNase-free DNase I to remove genomic DNA. The purity and concentration of the total RNA were determined by a spectrophotometer (Nanodrop 2000c, Thermo Fisher) at 260 and 280 nm. The ratios of absorption (260 nm/280 nm) of all samples were between 1.8 and 2.0. To perform the qPCR expression analysis, 1 μg of total RNA was converted to complementary DNA (cDNA). The mRNA expression levels were analyzed by a Prism 7500 sequence-detection system (ABI, Rockford, IL) using Hieff® qPCR SYBR Green Master Mix. The housekeeping gene (*β-Actin*) was used as a reference. Data were expressed as threshold cycle value (Ct) values and used to determine ΔCt values. Fold changes in expression levels were calculated according to the following transformation: fold increase = 2^-ΔΔCt^. For RNA-Seq, total RNA was isolated from three inguinal white adipose tissues of SAKI mice and controls. The library construction and sequencing were performed at Shanghai Biotechnology Corporation (Shanghai, China). The primers used for mRNA expression analysis are shown in Supplementary Table 2.

### Protein extraction and western blot analysis

Protein was isolated from cells or tissues using IP buffer containing proteasome inhibitors. Protein concentrations were determined using Pierce BCA Protein Assay Reagent (Pierce Biotechnology). Total proteins (20 μg) were separated by SDS‒PAGE, transferred to a polyvinylidene fluoride (PVDF) membrane (Millipore Corporation), blocked in 5% fat-free milk for 2 h at room temperature and then incubated with primary antibodies overnight at 4 °C. All antibodies used in the study are shown in Supplementary Table 1. The results shown in the figures are representative of results from at least three independent experiments.

### HE staining

Adipose tissues and livers were fixed in 4% PFA (DF0135, Leagene, Beijing, China) for 48 h at room temperature. Then the tissues were embedded in paraffin, cut into 3-μm-thick slices, deparaffinized, and rehydrated using xylene, ethanol, and water by standard methods. For histological analysis of adipose and liver features, 3-μm sections were stained with hematoxylin/eosin to detect histopathological changes and viewed by a Leica DM6000B equipped with a digital camera (Leica, NY). Images shown in figures are representative results of at least three biological replicates. Adipocyte sizes were analyzed by ImageJ software.

### Coimmunoprecipitation (CoIP) assay

HEK293T cells were grown on 10 cm dishes for 48 h after transfection and washed two times with ice-cold PBS. Then, the cells were lysed in IP lysis buffer and incubated on ice for 5 min. The lysates were incubated with appropriate antibodies at 4 °C overnight, followed by protein A/G Pierce bead incubation at room temperature for 1 h with mixing. After the beads were washed three times with 500 μL washing buffer and washed one time with 500 μL ultrapure water, the target antigens were eluted with 100 μL elution buffer. Proteins were separated by 10% SDS‒PAGE and immunoblotted with the corresponding antibodies. The antibodies used are shown in Supplementary Table 1.

### Pull-down assay

For the pull-down assays, the bait protein, purified GST-SLC35D3, was immobilized on glutathione affinity resin and incubated with Myc-ECD protein lysate at 4 °C for at least 1 h with gentle rocking motion on a rotating platform. The prey protein, Myc-ECD, was captured by the bait protein, and then the bait-prey protein was eluted. Myc-ECD and SLC35D3 levels were subsequently analyzed by western blotting. The antibodies used are shown in Supplementary Table 1.

### Flow cytometry

The study was performed as previously described^48^. HEK293T cells were plated in 10-cm plates and transfected with 9 μg of SLC35D3 plasmid per plate using Lipofectamine 3000 transfection reagent. Forty-eight hours post transfection, the cells were fixed using 4% PFA for 10 min at room temperature, centrifuged at 115×*g* for 10 min, and washed twice. Next, the cells were incubated for 15 min at 4 °C in FcR blocking medium. Then, the cells were incubated with PE-conjugated Notch1 antibody (CST, 15004) at room temperature for 1 h with rotation, and washed twice. Then 250 μL of ice-cold ligand binding buffer was added to each cell pellet, mixed and passed through the filter cap of a 5 mL polystyrene round-bottom tube. This process removed clumped cells immediately prior to flow cytometry. The MFI of the R-phycoerythrin (PE)-labeled antibody emitting fluorescence at 660 nm was determined with a FACS-Calibur (BD Biosciences). Data were acquired by a flow cytometer and analyzed by FlowJo CE (7.5.110.7).

### Statistical analyses

Statistical analyses for data were performed in Graph Pad PRISM 9.0 and SPSS.26.0, and data plotting was performed using Graph Pad PRISM 9.0. The quantitative analysis of immunofluorescence and western blotting results was performed using ImageJ software, and each dot in the quantitative graphs represents a parallel independent biological sample test. The images were created using Adobe Illustrator 2020 software. All replicate experiments (including cell- and mouse-based experiments) were biological replicates, which were repeated at least three times. Data are presented as means ± SEMs and individual data points are plotted. The normality of the data was tested using the Shapiro–Wilk normality test. Data between different groups were compared using unpaired, two-sided Student’s *t* test or two-way ANOVA followed by Bonferroni’s multiple comparisons test. A *P* value < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The data supporting the findings of this study are all available in the manuscript and its supplementary information. The RNA sequencing data for Fig. 6a, b are available at GSE247085. Other data for results and figures in the manuscript are all provided in the Source Data file. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

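IngWAT of 3 WT and 3 SAKI mice on a normal chow diet was profiled by RNA-seq. The mapping of libraries to genotype and mouse was taken from the sample labels, which the paper's legend of Fig. 6a, b (3 mice per group) matches. The authors deposited, for each library, raw counts per gene that were not normalized, and for all libraries together a table of FPKM values. In the deposited table, count divided by FPKM gave the same gene length in every library once scaled by the library's total, so the FPKM values are the same counts scaled to gene length and to the counts assigned to genes. The submitters' processing notes name HISAT2 2.0.4, Bowtie2 2.2.6, StringTie 1.3.0 and GRCm38 without saying what each was used for. The counting tool, the annotation release, the strand setting and the filters are not given in the sources used here, so reads of overlapping genes cannot be told apart. In the tables 27 gene names had been turned into dates and were restored from the gene IDs. Gene positions are from the GENCODE annotation of GRCm38, and 34267 of the 34745 gene IDs were found in it.

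Counts were analysed with edgeR 4.0.16 in R 4.3.3: filterByExpr with its defaults (a minimum count of 10 and a total of 15), TMM factors, a model with the genotype alone, the quasi-likelihood test and an adjusted p under 0.05 by Benjamini-Hochberg, with no fold threshold. The paper's text does not name a test for single genes in the RNA-seq data. GSEA was run with fgsea 1.28.0 on the log2 fold changes with weight 1 and lists of at least 3 genes, and its p-values were adjusted over all lists. Camera of limma 3.58.1 was run with the preset correlation of 0.01 and again with an estimated one. The overlap of the Notch list with the genes lower in SAKI mice was tested with a one-sided Fisher's exact test against the 15400 genes tested. That test takes genes as independent, so its p-values do not cover chance differences between mice. For the FPKM values, limma with a mean-variance trend was applied to log2(FPKM + 1) for 12433 genes with an FPKM of at least 1 in at least 3 libraries.

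There were 15 gene lists: the Notch pathway and its receptors, ligands and targets, thermogenic and beige genes, the genes the paper measured by qPCR, lipolysis, lipid synthesis, fatty acid metabolism, PPAR, IL-17 and TNF signaling, fat digestion and absorption, nuclear genes of oxidative phosphorylation, the unfolded protein response, adipogenic genes and immediate early genes. Another 15 lists held markers of mature adipocytes, fibroblasts and progenitors, macrophages, B cells, T and NK cells, lymph node stroma, plasma cells, neutrophils and mast cells, endothelium, smooth muscle and pericytes, Schwann cells and nerve, skeletal muscle, mammary and skin epithelium, red cells and mesothelium. Of their 707 symbols, 704 were found in the files. Results for some single genes of the lists are not reported here. The 2 other pathways in Fig. 6a, Apelin signaling and Lipid and atherosclerosis, were not analysed here. The genes named are those the paper names for IngWAT, up to 10 genes with the largest rise and 10 with the largest fall among those that passed the test with a mean of at least 1 CPM and no overlap between the groups (predicted genes and immunoglobulin and T cell receptor segments left out), and up to 4 members of smallest p in each list. Lists, the rule for named genes, the alternatives and most tests were fixed before the data were examined. Added later were 2 covariates, the mean log2 CPM of the immediate early genes and that of the endothelial markers. The tests of the patterns flagged for a closer look were also chosen after the values were seen. The criterion for mural cells (smooth muscle and pericytes) was made stricter after its value was seen.

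The steps were tested on simulated counts with the means, library sizes and spread of these libraries. edgeR called 11 of 67 genes changed 1.5-fold, 32 of 67 changed 2-fold and 65 of 66 changed 4-fold, and 4 of 15140 unchanged genes. A list of 60 genes lowered 1.3-fold was called by GSEA, and 0 of 29 unchanged lists were called by GSEA or camera. These rates do not carry over fully to the measured libraries. With WT 1, SAKI 1 and SAKI 2 set against the other mice, GSEA called 12 gene lists other than Notch. Ccl7, with a log2 fold change of -3.71 and wide variation among WT mice, was not called (adjusted p = 0.148 from edgeR). Library totals ranged from 15354161 to 18787036 counts with a median of 15732636. No batch or sequencing date is recorded in the labels. The mice of each group are labelled as separate animals.

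The alternatives were RLE and upper-quartile scaling, DESeq2 1.42.0, limma-voom, no filter on low counts and a mean of at least 5 CPM, an absolute log2 fold change of at least 1, the replicate number as a block, a B cell marker score as a covariate, each library left out in turn, the FPKM values with a pseudocount of 1 or 0.1 or no filter, and for GSEA the signed root of F or weight 0.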

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

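The tests of the patterns in this part were chosen after the values were seen.

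The paper discusses neither of 2 genes that were higher in SAKI mice besides Slc35d3, Zfp949 with a log2 fold change of 2.17 and Golph3l with one of 1.96. Of 15 alternatives fixed beforehand, the call of Zfp949 was lost in 4 and that of Golph3l in 7. Markers of nerve, such as Mal (17.7 ± 2.73 CPM against 9.24 ± 1.58 CPM; SD, n = 3 each), had a median log2 fold change of 0.45 and were higher in every SAKI mouse as a list, though their GSEA call was lost or reversed in 9 of the 17 alternatives fixed beforehand. Neutrophil and mast cell markers, which the paper does not report in IngWAT, had a median log2 fold change of 0.91, with Ngp at 9.34 ± 2.56 CPM in SAKI mice and 1.60 ± 1.13 CPM in WT mice (SD, n = 3 each).

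T and NK cell markers had a median log2 fold change of 0.71 and those of lymph node stroma one of 0.41 (with the GSEA call lost in 9 of the 17 alternatives fixed beforehand), higher in every SAKI mouse, with Cd3g at 45.9 ± 2.57 CPM against 24.1 ± 4.71 CPM and Glycam1, a gene of lymph node vessels, at 78.8 ± 7.15 CPM against 26.1 ± 10.8 CPM (SD, n = 3 each). A lower share of adipocytes alone would raise the markers of all other cells. The endothelial score instead differed by -0.249 in SAKI mice, with no overlap. Scores of smooth muscle and pericytes (-0.403) and red cells (-1.34) were lower too. Mature adipocyte markers were lower (-0.339), however, and macrophage (0.634), fibroblast and progenitor (0.494) and neutrophil and mast cell scores (1.06) were higher. A lower share may thus account for part of the rise. More lymph node of one composition in the dissected pad would raise T and B cell markers alike, but the T and NK cell score minus the B cell score was higher by 0.416, with no overlap. A change in T cells, or in the kind of node included, remains open and was not tested. A partial role of a lower adipocyte share remains open as well.

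Genes of Notch signaling lay lower in SAKI mice together with vessel genes. Fewer endothelial cells may account for part of this. The Notch score (mean log2 CPM of the receptors, ligands and targets other than Notch3) minus the endothelial score still differed by -0.232, with every SAKI mouse below every WT mouse. The nearest were WT 2 at -2.32 and SAKI 3 at -2.39 (exact permutation test, p = 0.1). The Notch score still holds Notch4, and endothelial genes did not fall evenly (Cldn5 at -1.27). A loss of some endothelial cells more than others therefore remains open. Fewer mural cells cannot be told apart, by a criterion made stricter after its value was seen: the difference after subtracting the mural score, also without Notch3, was -0.077, and that mural score ran from 4.98 to 5.77 in SAKI mice while this Notch score ran from 4.36 to 4.38 in them. Handling of the tissue cannot be told apart either, since the tests part with the immediate early score in the model: GSEA of the whole list lost its call (-1.47, adjusted p = 0.0775; median log2 fold change -0.05 before and -0.12 after, median standard error 0.17 and 0.20), while camera kept it (adjusted p = 0.0295) and so did GSEA of the receptors, ligands and targets (-1.73, adjusted p = 0.0309; median -0.47 before and -0.38 after, median standard error 0.19 and 0.22). An effect of Slc35d3 on Notch signaling, as the paper proposes, remains open beside these.

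The IL-17 list was lower in SAKI mice, with its largest differences in chemokine and immediate early genes that were highest in WT 3. High values in WT 3 alone do not account for it, since its normalized enrichment score was -1.80 without that mouse. Handling of the tissue cannot be told apart: with the immediate early score in the model the score was -1.37 (adjusted p = 0.135), but the median log2 fold change stayed near -0.1 (-0.09 before and -0.10 after, median standard error 0.20 and 0.23), and Jun and other immediate early genes belong to the list as well, so that the model partly adjusts the list for itself and decides little. A lower inflammatory tone in SAKI mice is the biological alternative and was not tested.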

How the results depend on the processing

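The covariates of immediate early and endothelial genes were chosen after seeing the data, and all other alternatives before. The count of 5 genes was 5 with RLE scaling and with a log2 fold change of at least 1, 4 with upper-quartile scaling, 7 with limma-voom and 6 with a mean of at least 5 CPM, but 724 with DESeq2 (309 higher, 415 lower) and 8 with no filter on low counts. It was 999 with the B cell marker score (425 higher, 574 lower), 9 on FPKM values with either pseudocount, 1 with the immediate early score and 0 with the endothelial score. The cause was not tested. Leaving out 1 library gave counts from 1 to 2598, the latter without WT 2. With the replicate number as a block the count was 1. The numbers were not shown to pair the mice, since the deviations of same-numbered libraries correlated at 0.04, 0.04 and 0.09. Slc35d3 kept its direction and its call in 16 of 17 alternatives, at log2 fold changes from 3.14 to 3.38 overall and 3.28 to 3.38 with 1 library left out, and lost the call with the endothelial score (3.14, adjusted p = 0.893 from edgeR). That score separated the 2 groups (6.99 to 7.11 in WT, 6.76 to 6.84 in SAKI mice), so that this model left little of the genotype to be tested and all values with this score, those above and below included, are of little weight. The Notch list stayed below 0 in all 20 alternatives of GSEA and kept its call in 13. It lost it with weight 0 (-1.48), no filter (-1.27), the B cell score (-1.45), the immediate early score (-1.47) and the endothelial score (-1.08), and without WT 2 or SAKI 3. With 1 library left out it ran from -1.78 to -1.41. The receptors, ligands and targets alone gave -1.92. Its camera adjusted p was 0.312 with an estimated correlation, 0.14 with the stricter filter, 0.0501 with the block, 0.101 with the B cell score, 0.0578 on FPKM values, 0.118 with the endothelial score, and 0.0201 to 0.0996 with 1 library left out. Its overlap with the lower genes was 14 genes at an unadjusted p, 7 with DESeq2, 8 with the B cell score and 0 to 14 with 1 library left out. Of 13 other gene lists GSEA called 11, but 4 with no filter, 6 with the B cell score, 2 with the immediate early score (1 higher, 1 lower), 4 with the endothelial score (all higher) and 4 to 13 with 1 library left out. Camera called 11, but 0 with an estimated correlation, 4 with the B cell score, 1 with the immediate early score, 6 with the endothelial score and 6 to 12 with 1 library left out. Of 14 marker lists GSEA called 10, but 4 with no filter, 5 with the B cell score, 4 with the immediate early score, 4 with the endothelial score and 6 to 10 with 1 library left out. The count of 9 genes on FPKM values was 2 to 2108 with 1 library left out. Normalized enrichment scores of lists, or log2 fold changes of genes, that changed sign are given here by list or gene. Thermogenic and beige genes had 1.12 with limma-voom, 1.05 with the replicate number in the model, 1.22 with the B cell score, 1.05 without WT 2, 1.08 without WT 3 and 1.22 on FPKM, and ran from -1.86 to 1.08 with 1 library left out. B cell markers had -0.64 with the B cell score. Plasma cell markers had -0.99 ranked by the signed root of F, -0.92 with weight 0, -1.26 with the stricter filter, -0.90 with the B cell score, -0.92 without SAKI 1 and -1.17 on FPKM, and ran from -0.92 to 1.10 with 1 library left out. Nerve markers had -0.72 with no filter. Skeletal muscle markers had -1.56 with weight 0, -1.11 with the B cell score, -1.53 without WT 2, -1.48 without WT 3 and -2.17 without SAKI 1, and ran from -2.17 to 2.39 with 1 library left out. Ucp1 had 0.35 without WT 3, and ran from -1.66 to 0.35 with 1 library left out. Ppargc1a had -0.21 without WT 1 and -0.16 without SAKI 1, and ran from -0.21 to 0.38 with 1 library left out. Cpt1a had 0.025 with upper-quartile scaling, 0.00011 with limma-voom, 0.014 with the stricter filter, 0.094 without WT 1, 0.0065 without WT 2 and 0.021 on FPKM, and ran from -0.12 to 0.094 with 1 library left out. Cpt1b had -0.17 without WT 1, and ran from -0.17 to 0.33 with 1 library left out. With the immediate early score the sign changed for thermogenic and beige genes at 2.02, the paper's qPCR genes at 1.09, lipolysis at 0.66, lipid synthesis at 1.20, oxidative phosphorylation at 0.89, plasma cell markers at -1.18, skeletal muscle markers at -1.55, epithelial markers at 0.80, Ucp1 at 1.20 and Dio2 at 0.0052. With the endothelial score it changed for thermogenic and beige genes at 1.86, the paper's qPCR genes at 1.36, lipolysis at 1.01, lipid synthesis at 1.77, fatty acid metabolism at 1.25, PPAR signaling at 1.03, IL-17 signaling at 1.17, oxidative phosphorylation at 1.98, the unfolded protein response at 1.44, adipogenic genes at 1.47, immediate early genes at 1.95, fibroblast markers at -1.69, macrophage markers at -1.81, plasma cell markers at -1.42, endothelial markers at 0.59, epithelial markers at 1.54, red cell markers at 1.13, Notch4 at 0.11, Acsl1 at 0.20, Dgat2 at 0.080, Ccl7 at 0.27, Ccl2 at 0.27, Il1b at 0.28, Ucp1 at 3.97, Cidea at -0.087, Dio2 at 1.32, Cpt2 at 0.24, Pnpla2 at 0.11, Tmem26 at 0.38, Jun at 0.26, Egr1 at 1.04, Lyz2 at -0.29, Cldn5 at 0.60, Hba-a1 at 0.13, Hbb-bs at 0.40, Adgre1 at -0.98 and Irs1 at 0.10. At this depth and number of mice, changes of 1.5-fold were mostly missed by edgeR in simulated counts (16.4% called).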

Differences from the paper's values

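In the main setting, none of the 8 values read from Fig. 6a, b differed from those computed here by more than the spread used. That spread is the SD over the values with 1 library left out, since an enrichment score has no replicates. It is not a sampling error, and both sets of values come from the same libraries. In other settings some did differ, such as the Notch list's adjusted p with low-count genes kept (0.149 from GSEA, about 0.007 in Fig. 6b). The normalized enrichment score of the Notch list was -1.75 (about -1.7 in Fig. 6b, read by eye), although the list was written from general knowledge and is not the KEGG list. The legend of Fig. 6a names a hypergeometric test; here the overlap of the Notch list with the genes lower at an adjusted p under 0.05 was 0 genes (one-sided Fisher's exact test, p = 1), and it was 7 with DESeq2 (p = 0.00157), 8 with the B cell score (p = 0.00164), 14 without WT 2 (p = 0.000836) and 14 at an unadjusted p under 0.05 (p = 0.00197).

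In Fig. 6c the paper shows lower Notch1, Hes1 and Hey1 and higher Slc35d3 in IngWAT of SAKI mice by qPCR. The TMM-normalized log2 fold changes here run the same way for all 4 genes (-0.36, -0.97, -1.05 and 3.33), though only Slc35d3 passed edgeR's test. The qPCR was normalized to β-Actin, and its gene Actb had a log2 fold change of -0.43 here (adjusted p = 0.381 from edgeR). Relative to Actb, Notch1 would not lie lower. In Fig. 5h–j, n and Supplementary Fig. 5h–j, n, figures of SAKI mice on a high-fat diet and on normal chow, the paper shows higher expression of thermogenesis, beige, mitochondrial and lipolysis genes in IngWAT of SAKI mice by qPCR. Of 12 such genes tested here, 9 had a log2 fold change below 0 and 3 above 0, and none passed over all genes tested (5 lower and 0 higher at an unadjusted p under 0.05). Those below 0 were Ucp1 (-1.21), Dio2 (-2.01), Prdm16 (-0.98), Tmem26 (-0.65), Cpt2 (-0.58), Shox2 (-0.44), Lipe (-0.42), Pnpla2 (-0.36) and Cpt1a (-0.01), and those above 0 were Cidea (0.60), Cpt1b (0.11) and Ppargc1a (0.10). Single mice weigh heavily in this tally: Ucp1 was at 314 CPM in WT 3 against 35.6 and 56.3 CPM in WT 1 and WT 2, and its log2 fold change was 0.35 without WT 3. With 1 library left out Dio2 ran from -2.50 to -0.97, and the signs of Cpt1a, Cpt1b and Ppargc1a turned as well. The RNA-seq mice received normal chow alone, so the high-fat panels differ from them in diet. The reference differs as well: Lipe, Pnpla2 and Cpt1a fell by no more than Actb, so relative to it they would not lie lower. The mice of the qPCR panels and those of the RNA-seq are not stated to be the same.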

Other observations

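The tests in this part were fixed before the data were examined, apart from the covariates of immediate early and endothelial genes where they are named.

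Genes of browning did not move as 1 group in IngWAT of these SAKI mice. Ucp1, the uncoupling protein of thermogenic fat, was at 58.5 ± 13.9 CPM (SD, n = 3) in SAKI mice and at 35.6, 56.3 and 314 CPM in WT 1, 2 and 3, a log2 fold change of -1.21 (adjusted p = 0.427 from edgeR) that was 0.35 without WT 3. Prdm16, a regulator of beige fat identity, was at 12.7 ± 1.37 CPM against 25.0 ± 1.88 CPM (SD, n = 3 each), a log2 fold change of -0.98 (adjusted p = 0.148 from edgeR). Elovl3 was too low to be tested, at 0.30 ± 0.04 CPM (SD, n = 3) in SAKI mice and 0.12, 0.65 and 13.6 CPM in WT 1, 2 and 3. Of 37 thermogenic and beige genes, 18 were below 0 and 19 above, with a median log2 fold change of 0.10 but a mean of -0.08 and a normalized enrichment score of -1.27 (adjusted p = 0.145 from GSEA). Of 17 alternatives fixed beforehand, 6 turned this score positive (1.05 to 1.22, none past the threshold) and 3 made it pass as negative (-1.86 to -1.52). With the immediate early score, chosen after seeing the data, it was 2.02 (adjusted p = 0.0015 from GSEA), the direction of the paper's qPCR. The paper's 12 tested qPCR genes had a normalized enrichment score of -1.84 (adjusted p = 0.00712 from GSEA, and adjusted p = 0.4 from camera with an estimated correlation), 1 of them lower when adjusted over the list alone. This call was lost in 5 of 17 alternatives fixed beforehand, without WT 2 (-1.37) and without WT 3 (-1.41) among them, and the score was 1.09 with the immediate early score. Adipogenic genes were lower as a list, 6 of 20 when adjusted over the list alone, with Zfp423 at 20.3 ± 0.58 CPM against 38.6 ± 7.87 CPM and Irs1, which relays the insulin signal, at 40.8 ± 13.8 CPM against 79.4 ± 15.9 CPM (SD, n = 3 each), and a normalized enrichment score of -1.80 (adjusted p = 0.00789 from GSEA, and adjusted p = 0.4 from camera with an estimated correlation). That call was lost in 3 of 17 alternatives fixed beforehand and with the immediate early score.

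Other metabolic lists had normalized enrichment scores of -1.86 for lipid synthesis, -1.699 for nuclear genes of oxidative phosphorylation, -1.56 for the unfolded protein response, -2.27 for immediate early genes and -1.47 for lipolysis (adjusted p = 0.00433, 0.00912, 0.0333, 1.65e-05 and 0.076 from GSEA). The GSEA call was lost in 3 of 17 alternatives fixed beforehand for lipid synthesis, 5 for oxidative phosphorylation, 4 for the unfolded protein response and 0 for immediate early genes. With the immediate early score the first 3 were at 1.20, 0.89 and -0.71, none of them past the threshold. With an estimated correlation camera gave them an adjusted p = 0.555, 0.57, 0.492, 0.42 and 0.42. Among immediate early genes, Jun was at 54.7 ± 2.94 CPM against 113 ± 39.9 CPM and Egr1 at 27.4 ± 12.2 CPM against 87.0 ± 54.7 CPM (SD, n = 3 each). Of the 13 lists beyond Notch, 4 passed GSEA without WT 3.

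By GSEA 7 of 14 marker lists were higher in SAKI mice and 3 were lower. Higher were T and NK cells (2.19), neutrophils and mast cells (2.22), macrophages (2.15), B cells (1.66), fibroblasts and progenitors (1.66), lymph node stroma (1.59) and nerve (1.58), with an adjusted p from 9.71e-06 to 0.0333, and lower were red cells (-1.90), mature adipocytes (-1.86) and smooth muscle and pericytes (-1.85), with an adjusted p from 9.71e-06 to 0.00641. Over the 17 alternatives fixed beforehand the GSEA call was lost or its sign reversed in 9 for lymph node stroma, 9 for nerve, 5 for B cells, 5 for fibroblasts and progenitors, 5 for smooth muscle and pericytes, 3 for mature adipocytes and 0 for macrophages, neutrophils and mast cells, red cells and T and NK cells. With the 2 covariates of immediate early and endothelial genes, chosen after seeing the data, T and NK cells alone kept the call in both. Camera with an estimated correlation called none of the 29 lists it tested (adjusted p = 0.312 for the lowest). Endothelial markers did not pass GSEA (-1.51, adjusted p = 0.0664), and plasma cell (0.97), skeletal muscle (1.03) and epithelial markers (-1.44) did not pass either, at an adjusted p of 0.512, 0.438 and 0.0879. Plasma cell and skeletal muscle markers had medians of -0.07 and -0.26, against the sign of their scores, and of mesothelial markers only 2 could be tested. When adjusted over the list alone, 12 of 16 T and NK cell markers were higher, with Cd247 at a log2 fold change of 1.07, Themis at 1.06 and Cd4 at 0.81, as were 3 of 14 neutrophil and mast cell markers, with Cxcr2 at 1.05. Of macrophage markers 1 of 16 was, Mpeg1 at 0.66, while Lyz2 at 0.78 did not pass (adjusted p = 0.0774 over the list, from edgeR). For the macrophage list WT 2 lay within the SAKI range (6.47 against 6.37 to 6.69). All 5 red cell markers were lower when adjusted over the list alone, with Hba-a1 at -1.49 and Hbb-bs at -2.02, and 4 of 10 smooth muscle and pericyte markers, with Mcam at -0.67; the endothelial gene Cldn5 stood at -1.27 with an adjusted p = 0.173 from edgeR. For EpiWAT, another depot, the paper shows lower F4/80 and inflammation genes in SAKI mice; in IngWAT Adgre1, which encodes F4/80, had a log2 fold change of 1.02, Tnf of 0.63, Il1b of -1.14 and Ccl2 of -2.18 (adjusted p = 0.277, 0.241, 0.248 and 0.17 from edgeR), and Il6 was too low to be tested.

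The 6 libraries can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 5 genes and the highest other split 0, and on FPKM values 9 and 1. For the Notch list the size of the normalized enrichment score was 1.75 and 1.50 in the highest other split, and the negative log10 p of camera was 1.5 and 1.16. For the other gene lists GSEA called 11 in the real split and 12 in the highest other, with 4 of the 10 splits calling at least 11, and camera called 11 and 10. For marker lists the numbers were 10 and 7. In the other 6 of these 7 measures the real split alone, 1 of 10, reached its value.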
